# Effects of alcohol and PARP inhibition on RNA ribosomal engagement in cortical excitatory neurons

**DOI:** 10.3389/fnmol.2023.1125160

**Published:** 2023-04-11

**Authors:** Harish R. Krishnan, Gian Paolo Vallerini, Hannah E. Gavin, Marina Guizzetti, Hooriyah S. Rizavi, David P. Gavin, Rajiv P. Sharma

**Keywords:** TRAP-seq, ribosomal engagement, RNA sequencing, alcohol use disorder (AUD), PARP (poly(ADP-ribose) polymerase, ABT-888, insulin receptor signaling pathway

## Abstract

We report on the effects of ethanol (EtOH) and Poly (ADP-ribose) polymerase (PARP) inhibition on RNA ribosomal engagement, as a proxy for protein translation, in prefrontal cortical (PFC) pyramidal neurons. We hypothesized that EtOH induces a shift in RNA ribosomal-engagement (RE) in PFC pyramidal neurons, and that many of these changes can be reversed using a PARP inhibitor. We utilized the translating ribosome affinity purification (TRAP) technique to isolate cell type-specific RNA. Transgenic mice with EGFP-tagged Rpl10a ribosomal protein expressed only in CaMKIIα-expressing pyramidal cells were administered EtOH or normal saline (CTL) i.p. twice a day, for four consecutive days. On the fourth day, a sub-group of mice that received EtOH in the previous three days received a combination of EtOH and the PARP inhibitor ABT-888 (EtOH + ABT-888). PFC tissue was processed to isolate both, CaMKIIα pyramidal cell-type specific ribosomal-engaged RNA (TRAP-RNA), as well as genomically expressed total-RNA from whole tissue, which were submitted for RNA-seq. We observed EtOH effects on RE transcripts in pyramidal cells and furthermore treatment with a PARP inhibitor “reversed” these effects. The PARP inhibitor ABT-888 reversed 82% of the EtOH-induced changes in RE (TRAP-RNA), and similarly 83% in the total-RNA transcripts. We identified Insulin Receptor Signaling as highly enriched in the ethanol-regulated and PARP-reverted RE pool and validated five participating genes from this pathway. To our knowledge, this is the first description of the effects of EtOH on excitatory neuron RE transcripts from total-RNA and provides insights into PARP-mediated regulation of EtOH effects.

## 1. Introduction

Alcohol use disorder (AUD) affects about 10% of adults in the United States (SAMHSA, 2018). The prefrontal cortex (PFC) is a brain region thought to play an important role in alcohol seeking behavior (Stephens and Duka, 2008; Crews and Boettiger, 2009; Koob and Volkow, 2010; Willcocks and McNally, 2013; Gass et al., 2014; Brown et al., 2016; Cannady et al., 2017; Palombo et al., 2017). Prior studies have documented the important role of PFC excitatory pyramidal neurons in the reinforcing effects of alcohol (Willcocks and McNally, 2013; Gass et al., 2014; Brown et al., 2016; Cannady et al., 2017; Palombo et al., 2017). In rodents, the excitatory neurons in the prelimbic cortex mediate cue-mediated ethanol seeking behavior (Gass et al., 2014; Brown et al., 2016; Cannady et al., 2017). The CaMKIIα enzyme is characteristically expressed by cortical pyramidal neurons (Jones et al., 1994; Tighilet et al., 1998).

Poly-ADP Ribose Polymerase-1 (PARP1) is an enzyme that affects gene expression through histone modification and DNA methylation, among other molecular mechanisms (Kraus and Hottiger, 2013). In C57BL/6J male mice, we recently demonstrated that binge-like alcohol consumption induces PFC PARP mRNA expression and enzymatic activity (Vallerini et al., 2020). Furthermore, virally induced PARP1 overexpression in the PFC increased voluntary alcohol consumption, while the PARP inhibitor ABT-888 decreased it (Vallerini et al., 2020).

Our primary objective was to examine the effects of EtOH and of the co-administration of EtOH and ABT-888 on the distribution of RNA transcripts, specifically the subset that are captured by ribosomes for protein translation (ribosome-engaged, RE) from the total-RNA pool in excitatory PFC neurons. The addictive process is the result of a complex interplay among the various neural cell-types, including excitatory and inhibitory neurons, as well as glial cells. We hypothesized that EtOH induces a shift in RE in the PFC pyramidal neurons, and that many of these changes can be reversed using a PARP inhibitor.

The cell-type specificity of the study derives from the use of a transgenic mouse model that expresses a GFP-Rpl10a ribosomal protein under the control of the promoter for CaMKIIα, an enzyme expressed predominantly in excitatory pyramidal neurons (Jones et al., 1994). Ribosome-associated RNA (RE) from excitatory PFC pyramidal neurons was isolated by the translating ribosome affinity purification (TRAP) technique as previously reported (Drane et al., 2014). The RNA isolated using TRAP is a proximal step in protein expression since primarily transcripts targeted for translation will be isolated. There have been no studies, to date, that have investigated the effects of EtOH on the distribution of RE transcripts in a specific neural cell type.

## 2. Materials and methods

### 2.1. Transgenic mice

To obtain RNA for TRAP, we used a mouse strain in a C57BL/6J background that expresses a fluorescently tagged ribosomal protein (EGFP-Rpl10a) in the presence of tetracycline-controlled transactivator (tTA). TRAP mice for our study were derived by crossing C57BL/6J-Tg(tetO-EGFP/Rpl10a)5aReij/J with B6.Cg-Tg(CaMKIIα-tTA)1Mmay/DboJ(CaMKIIα-tTA) mice. Both mouse lines were purchased from Jackson Laboratories. The resulting offspring have ribosomes tagged with EGFP expressed only in CaMKIIα expressing cells (Heiman et al., 2008). Genotyping of mice was performed according to standard procedures.

### 2.2. Animal treatment and sample collection

All animal studies were conducted in accordance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals. Mice were group housed on a standard 12 light/12 dark cycle and allowed *ad libitum* access to food and water. Male transgenic mice 8-12 weeks old were randomly assigned to three treatment groups: control, ethanol (EtOH), and ethanol + ABT-888 (EtOH + ABT-888). The animals were administered i.p. twice a day with normal saline (CTL) or ethanol (EtOH, to a final daily dose of 2 g/kg) for four consecutive days (2 h between the first and second injection of the day). The dosing strategy was the same as the involuntary ethanol administration protocol reported earlier (Vallerini et al., 2020). We simulated the drinking-in-the-dark binge drinking paradigm (this is a 4d drinking paradigm) in which, PARP inhibitor reduced drinking. The time point of ABT-888 administration was chosen since in our earlier study (Vallerini et al., 2020), we observed a change in drinking behavior after a single dose of ABT-888 was administered after a period of 4 days of EtOH administration. ABT-888 (25 mg/kg) was co-administered with ethanol on the fourth day in a sub-group of mice that received ethanol in the previous three days (EtOH + ABT). Two hours after the second injection on day 4, mice were sacrificed via rapid CO_2_ asphyxiation and decapitation (Supplementary Figure 4). Blood was rapidly collected from the trunk, centrifuged at 2500 RPM for 15 minutes to separate the serum, and kept at –80°C until analyzed; the brain was dissected on a brain block to isolate the PFC from the two hemispheres. This was based on coordinates from our earlier publication (Vallerini et al., 2020) (anterior/posterior: +1.9 mm; medial/lateral: ±0.5 mm; dorsal/ventral: –2.5 mm from Bregma). PFC was immediately homogenized and subject to immunoprecipitation-driven RNA extraction according to the TRAP protocol as well as total-RNA extraction for the INPUTs.

### 2.3. Blood ethanol concentration (BEC)

An enzymatic assay calibrated against a standard curve of ethanol known concentrations was utilized to determine BECs (Jung and Férard, 1978). Briefly, ethanol standard samples were prepared by mixing absolute ethanol and ultrapure water to yield a 1000 mg/dL ethanol stock solution. This solution was serially diluted to yield a set of eight standard samples in the range of 7.8–1,000 mg/dl ethanol. Perchloric acid (40 μl of 3.75%) was added to 10 μl of samples (serum) and standards and centrifuged for 6 minutes at 2000 RPM. The supernatant was retained. β-Nicotinamide adenine dinucleotide lithium salt from Saccharomyces cerevisiae (Sigma #N7132) was added at a final concentration of 2.5 mM, and Alcohol Dehydrogenase from Saccharomyces cerevisiae (Sigma #A7011) was added at a final concentration of 5 μM to samples and standards and incubated at 35°C for 40 minutes. BEC was calculated in milligrams per deciliter and noted as follows: control group (13.2 ± 18.9 mg/dl; *n* = 7), EtOH group (285 ± 84.2 mg/dl; *n* = 5) and EtOH + ABT-888 group (221 ± 113 mg/dl; *n* = 5).

### 2.4. Immunoprecipitation and RNA extraction (TRAP protocol)

The technology was developed in the Heintz lab at Rockefeller University (Heiman et al., 2008). Briefly, PFC samples were homogenized in the appropriate buffer (containing NP-40, KCl, Tris, MgCl2, cycloheximide, protease inhibitor cocktail, RNAse inhibitors and DTT) and centrifuged. Supernatant (40 μl) was collected for total-RNA (INPUT), and the remaining supernatant (approximately 400 μl) was transferred to a separate tube and treated with anti-EGFP antibodies and Agarose Plus A/G beads (Santa Cruz_sc-2003*) overnight. After centrifugation at 1200 RPM for 1 min, the supernatant was removed and the beads, containing ribosome-bound RNA (TRAP samples), were washed 4 times with a high-salt buffer solution (containing NP-40, KCl, Tris, MgCl2, cycloheximide, and DTT) and eluted with QIAZOL (Qiagen # 79306). TRAP-RNA and total-RNA samples were extracted using the miRNeasy Mini Kit (Qiagen # 217004), according to manufacturer’s instructions.

### 2.5. RNA-seq sample preparation and analysis

RNA samples were quantified using the Quantus fluorimeter (Promega) with dual RNA/DNA quantification. Levels of remaining DNA did not exceed 10% of the total amount of Nucleic Acid. RNA Integrity Numbers (RIN) were assessed using Agilent 4200 TapeStation (Agilent) (Mean:7.33; SD: 0.46; Min: 6.4; Max: 7.8). The samples were subjected to rRNA depletion and sequencing libraries prepared for Illumina sequencing (CORALL Total RNA-seq Library Prep Kit with Unique Dual Indices [Lexogen, PN M11696] with RiboCop HMR rRNA Depletion Kit V1.3 [Lexogen, PN K03796]). Final amplified libraries were purified, quantified and average fragment sizes confirmed to be 254 –323 and then subjected to test sequencing on a MiniSeq instrument in order to check sequencing efficiencies. Sequencing was carried out on NovaSeq 6000 (Illumina), SP flowcell, 2 × 50 bp PE reads.

The resulting FASTQ files were checked for adapters and following QC, raw reads were aligned to the reference genome, mm10, in a splice-aware manner using the STAR aligner (Dobin et al., 2013). The genome reference utilized ENSEMBL gene and transcript annotations, which included non-coding RNAs in addition to mRNAs. The expression level of the genes was quantified using FeatureCounts (Liao et al., 2014). Differential expression statistics (Log2 fold-change and p-value) were computed using edgeR (Robinson et al., 2010; McCarthy et al., 2012) on raw expression counts obtained from quantification. Prior to analysis, the counts were filtered to exclude any gene that either had less than a total of 500 counts across all samples or was detected in fewer than 3 samples. The data were normalized using the trimmed mean of m-values (TMM) normalization. The normalized data were modeled across treatment status, i.e., Control, EtOH or EtOH + ABT-888, as well as by sample type, i.e., Input or TRAP. The terms of the model were tested using the likelihood ratio test, i.e., glmLRT function, within edgeR. Pairwise tests of the expression data were computed using the exactTest function within edgeR. In all cases, adjusted p-values were computed using false discovery rate (FDR) correction (Benjamini and Hochberg, 1995). Significant genes were determined based on an FDR threshold of 0.01 or 0.05 in the comparison.

Six experimental samples were obtained from the three experimental conditions: Control_TRAP (*n* = 3); EtOH_TRAP (*n* = 4); EtOH + ABT-888_TRAP (*n* = 4); Control_total-RNA (*n* = 3); EtOH_total-RNA (*n* = 4); EtOH + ABT-888_total-RNA (*n* = 4). We further performed the following comparisons indexed in Table 1: (A1) Control_TRAP vs. Control_total-RNA; (A2) EtOH_TRAP vs. EtOH_total-RNA; (A3) EtOH + ABT-888_TRAP vs. EtOH + ABT-888_total-RNA; (B1) EtOH_TRAP vs. Control_TRAP; (B2) EtOH + ABT-888_TRAP vs. Control_TRAP; (C1) EtOH_total-RNA vs. Control_total-RNA; (C2) EtOH + ABT-888_total-RNA vs. Control_total-RNA. The first three comparisons in Table 1 (A1, A2, and A3) utilized total-RNA measurements for scaling Ribosome engagement (RE), similar to the published RE method (Ouwenga et al., 2017; Rodrigues et al., 2020). We also performed comparisons entirely within the cortical samples used for both TRAP RNA (B1 and B2) and total-RNA (C1 and C2). Gene lists were generated from these comparisons using an FDR < 0.01 (A1, A2, A3) or 0.05 (B1, B2; C1, C2) and subjected to an overrepresentation analysis for biological pathways using Ingenuity Pathway Analysis (IPA^®^; QIAGEN).

**TABLE 1:** Summary of differentially expressed transcripts (DETs) using Log2 fold changes at FDR < 0.05, and parsed from 14,073 genes based on seven comparisons in the PFC.

Comparisons	DET (FDR<0.05)	UP	DOWN
**(A) Distribution of transcripts: Ribosomal and Total pool**			
(A1) Control_TRAP/Control_INPUT	8,698	4,279	4,419
(A2) EtOH_TRAP/EtOH_INPUT	7,421	3,573	3,848
(A3) (EtOH + ABT-888)_TRAP/(EtOH + ABT-888)_INPUT	6,200	2,923	3,277
**(B) Ribosomal transcripts: Treatments normalized to control**			
(B1) EtOH_TRAP/Control_TRAP	1,365	718	647
(B2) (EtOH + ABT-888)_TRAP/Control_TRAP	316	142	174
**(C) Total RNA expression by treatment**			
(C1) EtOH_INPUT/Control_INPUT	3,015	1,517	1,498
(C2) (EtOH + ABT-888)_INPUT/Control_INPUT	544	343	201

“UP” and “DOWN” indicate number of transcripts that are higher or lower in the numerator sample of the indexed ratio noted in column one.

IPA Pathway lists were prioritized by computing −log *p*-values and Z scores to identify known biological pathways that appeared most significantly affected by the genes in the data set. The significance values (−log *p*-value of overlap) for the canonical pathways indicate the probability of association of molecules from our dataset with the canonical pathway by random chance alone. IPA assigns the negative −log *p*-value to pathways based on a Fisher’s exact test of the probability of the number of molecules from the user-created dataset included in the given pathways vs. being included based on chance alone. Z-scores measure the inclusion/exclusion of genes within networks according to experimental conditions and indicate the activation/inhibition states of the molecule. Gene lists were uploaded to IPA with Ensemble ID, Log2 FC and FDR values and the resulting Canonical Pathway information along with –log p-values obtained.

### 2.6. Quantitative real-time reverse transcription polymerase chain reaction and statistics

The RNA used for sequencing was utilized for cDNA preparation and target gene validations by qRT-PCR using PikoReal Real-Time PCR (Thermo Fisher, Waltham, MA, USA) and Maxima^®^ SYBR Green/ROX qPCR Master Mix (Thermo Fisher, Waltham, MA, USA). To confirm amplification specificity, the PCR products were subject to a melting curve analysis, in which only one peak was observed. Crossing point values were measured with the PikoReal analysis software. Primers (Supplementary Table 1) were designed to span at least one intron exon boundary. The following cycling conditions were used: 10 min at 95°C then 40 cycles at 95°C for 30 s, 60°C for 1 min, and 72°C for 30 s. For normalization of mRNA expression, the geometric mean of Gapdh and β-Actin was used. Relative fold changes were determined using the ΔΔCt method.

Statistical significance was determined using one-way analysis of variance (ANOVA) followed by *post-hoc* Bonferroni or Tukey tests or with Student’s *t*-test as appropriate. All statistical analyses were performed using GraphPad Prism for Windows (GraphPad Software, San Diego, CA, USA)^1^ or SPSS (IBM Corp. released 2016, IBM SPSS Statistics for Windows, version 24.0, Armonk, NY, USA).

### 2.7. Validation of translating RNA from CaMKIIα-expressing cell isolation using gene-specific expression

In preliminary TRAP experiments we measured several markers that would confirm the successful isolation of RNA from CaMKIIα-expressing cells. Specifically, we measured *Egfp*, *CamKII*α, *S100b*, and *Ef101557* expression in TRAP samples. We expected isolated ribosomes to have high green-fluorescent protein mRNA expression (*Egfp*) and *CamKII*α expression and low expression of the astrocyte specific-*S100b* and microglial-specific *Ef101557* transcripts. In support of the ability of the TRAP technique to isolate *CaMKII*α-expressing cells we found *Egfp* (2.654 vs. 0.790, t_6_ = 2.547, *p* = 0.04, *n* = 4 per group) and *CamKII*α (1.416 vs. 0.265, t_4_ = 6.022, *p* = 0.004, *n* = 3 per group) to be highly elevated in the TRAP samples compared to total-RNA, while astrocyte marker *S100b* (2.624 vs. 1.715, t_6_ = 3.357, *p* = 0.02, *n* = 4 per group) and microglial marker *Ef101557* (29.985 vs. 25.121, t_6_ = 6.063, p = 0.0009, n = 4 per group) were reduced.

## 3. Results

### 3.1. Effects of EtOH and ABT-888 on RE and total-RNA in PFC neurons

#### 3.1.1. RE/total-RNA ratio

In this study, total-RNA is not cell-type specific (multiple cell-types), as is TRAP-RNA, but can still provide valuable context of overall transcriptional activity in this PFC region. Because, both total-RNA and TRAP-RNA are extracted from the same sample, we can contextualize the background from which the ribosome captures RNA. 

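In TRAP, the RNA held by ribosomes that carry a tagged subunit, here EGFP-Rpl10a expressed under the CaMKIIα promoter, is pulled down and sequenced. Total-RNA (INPUT) is taken from the same lysate before the pull-down. Each of 11 male mice gave a pair of libraries from the PFC, so that the 22 libraries form 6 groups: Control (n = 3 mice), EtOH (n = 4) and EtOH + ABT-888 (n = 4), each as TRAP and as total-RNA. EtOH reached 2 g/kg per day in a treatment of 4 days, and ABT-888, a PARP inhibitor, was given at 25 mg/kg. The authors depleted ribosomal RNA, aligned the reads to the mouse genome mm10 with STAR and deposited the raw count that featureCounts gave to each of 39056 genes, without normalization. Between 6570957 and 22002618 reads were counted per TRAP library (median 15711482) and between 22132534 and 32421392 per total-RNA library (median 28734687). The smallest library was an EtOH + ABT-888_TRAP library, and this group had the lowest median of the TRAP groups, 14056258, against 18325327 in EtOH_TRAP and 17402016 in Control_TRAP. The 10 genes with the most counts took between 2.9% and 5.0% of the counts of a TRAP library and between 5.6% and 9.8% of those of a total-RNA library. Pearson's r of log2 CPM (counts scaled to library size), across genes that are not independent replicates, lay between 0.920 and 0.992 for the 30 pairs of libraries within a group. After the paper's filter of at least 500 counts in total and detection in at least 3 libraries, 14072 transcripts were tested. Library sizes were normalized by edgeR's TMM method, and each comparison used edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, fitted to the groups compared. Levels are given below as the mean normalized CPM ± SD, and positions are those of mm10. The paper's text does not name the strand setting of the counting, so the level of a gene that overlaps another gene on the opposite strand is uncertain, and such genes are named as they appear.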

We examined the distribution of RNA transcripts between the ribosomal fraction in CaMKIIα-positive excitatory neurons (TRAP samples, RE) and total-RNA. The first three rows of Table 1 (lines A1, A2, and A3) present the number of transcripts that are undergoing RE compared to total-RNA for each condition (visualized as volcano plots in Supplementary Figure 1). In Table 1-A1, we note that in the Control condition (or absence of EtOH), out of 8698 transcripts, 4279 were significantly more likely to be engaged with ribosomes. 

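In the comparison of Control_TRAP with Control_total-RNA (n = 3 mice each), 8428 of the 14072 transcripts had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 4148 were higher in TRAP and 4280 were lower, with a median absolute log2 fold change of 0.86. Each mouse gave both libraries, and with the mouse as a block in the fit the count was 8788, of which 4355 were higher in TRAP and 4433 lower. After removal of each group's mean, the TRAP and total-RNA libraries of the same mouse correlated across transcripts with a mean r of 0.141. A single fit over all 22 libraries moved the count most, to 6023. The fits that each left out one library gave between 7392 and 8383 transcripts.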

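The same comparison within the mice given EtOH (n = 4) called 7141 transcripts by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3417 higher and 3724 lower in EtOH_TRAP than in EtOH_total-RNA. Within the mice given EtOH + ABT-888 (n = 4), 5769 transcripts were called, 2744 higher and 3025 lower in TRAP. The median absolute log2 fold change of the called transcripts was 1.05 with EtOH and 1.19 with EtOH + ABT-888. With the mouse as a block, the counts were 8276 (3951 higher and 4325 lower) with EtOH and 7642 (3714 higher and 3928 lower) with EtOH + ABT-888. Libraries of the same mouse had a mean r of 0.358 with EtOH and 0.356 with EtOH + ABT-888.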

A similar assessment in the independent EtOH and EtOH + ABT-888 samples (Table 1-lines A2 and A3, respectively) indicate an approximately equivalent percentage of transcripts that are significantly more engaged with ribosomes when compared to total-RNA; in the EtOH treatment (3573/7421) and EtOH + ABT-888 (2923/6200). We analyzed the “genome-wide” ratio of EtOH/EtOH + ABT-888 and could not recover FDR at the < 0.05 level. 

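In the direct comparison of EtOH + ABT-888_TRAP with EtOH_TRAP (n = 4 mice each), 0 of the 14072 transcripts passed an adjusted p-value of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p-value under 0.05 there were 136 transcripts, 87 higher and 49 lower with ABT-888, where chance alone gives about 704. In total-RNA the same comparison gave 0 transcripts, with 269 at an unadjusted p-value under 0.05 (118 higher and 151 lower). When 200 transcripts were given a simulated log2 fold change of 1.5 in groups of these sizes, the test recovered 72% of them in TRAP, with 5 false calls. Transcripts called with EtOH in TRAP had a median absolute log2 fold change of 0.93, and changes that small were not simulated. The simulation also left out variation that genes share within a mouse. Recovery of a smaller difference between the treatments is therefore unknown. The exactTest function of edgeR, which the paper states for pairwise tests, also gave 0 transcripts in TRAP. In total-RNA exactTest called 2, Baiap3 (log2 fold change -1.41) and Htr2c (-0.68), each with a Benjamini-Hochberg adjusted p-value of 0.0219. Baiap3 and Htr2c are named because they were the calls, after their values were seen.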

We considered the reasons, including using EtOH as the comparator renders a vigorously modified baseline upon which the addition of ABT-888 no longer provides “genome-wide” significance as can be seen from the significant perturbations induced by EtOH itself (up or down) in Table 1 (Lines A2 and A3). Nevertheless, we used a less stringent threshold (unadjusted *p* < 0.05) and performed pathway analyses and have included that information in Supplementary Table 2. This preliminary analysis also suggests that the percentage of RE transcripts are approximately similar between EtOH and EtOH + ABT-888, suggesting no systematic EtOH induced bias towards or against RE. 

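The share of called transcripts that were higher in TRAP was 49.2% in Control, 47.9% with EtOH and 47.6% with EtOH + ABT-888. With RLE factors in place of TMM factors, the shares were 48.4%, 46.6% and 45.2%. Without the filter on low counts, they were 44.9%, 39.9% and 40.5%, and the median log2 fold change of all transcripts in that setting was -0.16, -0.19 and -0.18. A single fit over all 22 libraries gave the opposite order, with 48.6%, 49.5% and 50.0%. With the mouse as a block, the shares were 49.6%, 47.7% and 48.6%, so that EtOH + ABT-888 lay above EtOH. A difference in these shares between the treatments was not tested. TMM and RLE factors scale the libraries to a shared level. Under TMM the median log2 fold change of all transcripts was 0.02, 0.03 and 0.05. The shares are therefore partly set by normalization and cannot show or exclude a shift of all transcripts towards or against ribosomes. From the similar shares with EtOH and with EtOH + ABT-888, both given EtOH, the paper proposes that EtOH brings no systematic bias towards or against RE.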

The top canonical pathways emerging from each of the comparisons (A1, A2, and A3) are shown in Figures 1A1–A3.

**FIGURE 1:**
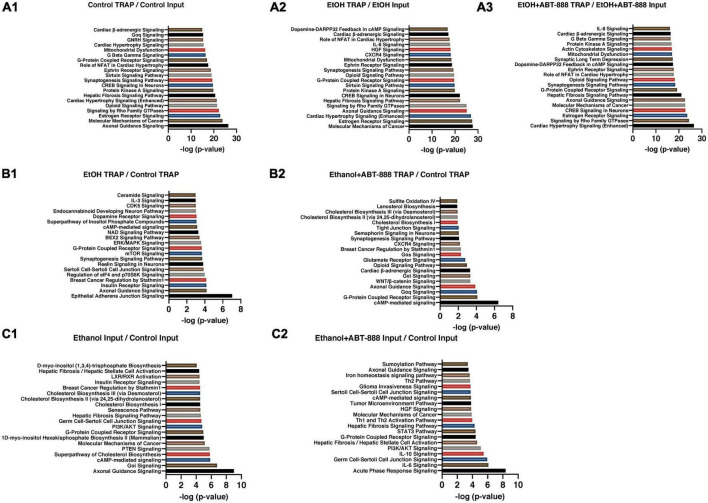
Top IPA canonical pathways enriched in gene lists from Table 1. The top 20 significantly enriched canonical pathways based on IPA coordinated with Table 1. **(A)** TRAP-seq (RE fraction) compared to RNA-seq (total-RNA) for control, EtOH treated, and ABT-888 treated. Panels **(A1–A3)** from Table 1. **(B)** TRAP-seq of EtOH treated compared to control, and ABT-888 treated compared to control. Panels **(B1, B2)** from Table 1. **(C)** RNA-seq of EtOH treated compared to control and ABT-888 treated compared to control. Panels **(C1, C2)** from Table 1. The pathways are ranked according to IPA generated –log *p*-value scores, and the pairwise comparisons were sorted using FDR < 0.01 for panels **(A1–A3)** comparisons and FDR < 0.05 for panels **(B1–C2)** comparisons.

#### 3.1.2. RE ratio

RE is dependent upon neural cell-type, the rate of genomic expression, mRNA stability, the presence of ribosome-binding motifs and their electrostatic properties, and cellular location (nucleus, cytoplasm, synaptosomes). Given these considerations, we next restricted our analysis to only TRAP samples. Administration of EtOH caused the differential distribution of 1,365 ribosomal transcripts (EtOH_TRAP vs Control_TRAP; FDR < 0.05) across the pool of RE transcripts; 718 transcripts had a higher probability of RE, and 647 had lower RE (Table 1-B1; shown as a volcano plot in Supplementary Figure 1). 

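In the re-derived comparison of EtOH_TRAP (n = 4 mice) with Control_TRAP (n = 3), 737 transcripts had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 390 higher and 347 lower with EtOH. They were 5.2% of the transcripts tested, and their median absolute log2 fold change was 0.93. DESeq2 moved the count by the most transcripts among the settings that kept all libraries, to 1487, and a threshold of 0.01 on the adjusted p-value by the largest factor, to 87, while exactTest called 1372 transcripts, among them all of the 737. Slc24a4, on chromosome 12 from 102128733 to 102267091, was among the transcripts with the smallest p-values. Its level was 137 ± 5.58 CPM (SD, n = 3) in Control_TRAP and 332.5 ± 36.6 CPM (SD, n = 4) in EtOH_TRAP, a log2 fold change of 1.30 (standard error 0.14, adjusted p-value 0.00226 by the quasi-likelihood test of edgeR). Srpk1, on chromosome 17 from 28587648 to 28622709, fell from 133 ± 12.1 to 41.3 ± 6.93 CPM, a log2 fold change of -1.68 (standard error 0.16, adjusted p-value 0.00221 by the same edgeR test). The others with the smallest p-values were Ppp1r2 (log2 fold change 1.72) and Ets2 (1.38), which were higher, and Ddit4l (-2.60) and Chordc1 (-1.85), which were lower. With each library left out in turn, the adjusted p-values of these transcripts stayed at or under 0.0268 in the edgeR fits.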

Enriched canonical pathways emerging from this list included “Epithelial Adherens Junction Signaling,” “Axonal Guidance Signaling,” and “Insulin Receptor Signaling” (Figure 1B1). In a subset of TRAP mice that received EtOH we co-administered the PARP inhibitor ABT-888 (EtOH + ABT-888). This resulted in a much lower number of 316 transcripts differentially altered compared to control (EtOH + ABT-888_TRAP vs Control_TRAP; FDR < 0.05; Table 1-B2) out of which, 174 were downregulated and 142 upregulated (shown as a volcano plot in Supplementary Figure 1). 

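EtOH + ABT-888_TRAP (n = 4 mice) differed from Control_TRAP (n = 3) in 67 transcripts by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 26 higher and 41 lower, with a median absolute log2 fold change of 1.28. At an unadjusted p-value under 0.05 there were 1696 transcripts. Oprk1, on chromosome 1 from 5588466 to 5606131, rose from 36.0 ± 6.69 to 106.5 ± 9.64 CPM, a log2 fold change of 1.58 (standard error 0.18, adjusted p-value 0.0197 from edgeR). Coch, on chromosome 12 from 51593341 to 51605771, fell from 145 ± 7.65 to 64.2 ± 5.15 CPM, a log2 fold change of -1.17 (standard error 0.15, adjusted p-value 0.0206 from edgeR). The others with the smallest p-values were Ets2 (log2 fold change 1.15), Slc24a4 (1.16), Sema7a (-1.40) and Nrn1 (-1.64), whose gene overlaps Fars2 on the opposite strand. In 5 of the 7 fits that each left out one library, all 6 of these transcripts lost their call, with adjusted p-values up to 0.170 in the edgeR fits.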

The top enriched IPA pathways in this list of 316 genes, were “cAMP mediated Signaling,” “G-Protein Coupled Receptor Signaling,” and “Gαq Signaling” (Figure 1B2). Interestingly, of these 316 transcripts, 250 were also significantly altered by EtOH alone (in the same direction of change in every case), while 66 were novelly altered by the EtOH + ABT-888 condition. Hence, we get 1115 transcripts (1365-250), or 82% (1115/1365) of all EtOH affected genes whose ethanol-induced expression level can be said to be “reversed” or “negated” by ABT-888 co-administration. 

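Of the 737 transcripts called with EtOH and the 67 called with EtOH + ABT-888 in TRAP, 53 were called in both comparisons, and all 53 changed in the same direction. The other 14 transcripts were called with EtOH + ABT-888 and not with EtOH. Of these 14, 13 had an unadjusted p-value under 0.05 in the comparison of EtOH_TRAP with Control_TRAP. With exactTest, 251 transcripts were called in both comparisons and 67 with EtOH + ABT-888 alone.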

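Of the transcripts called with EtOH in TRAP, 684, or 92.8% (95% Wilson confidence interval 90.7% to 94.5%), were not called with EtOH + ABT-888. The interval treats transcripts as independent and leaves out the variation between mice, and the share lay between 66.6% and 100% over the fits that each left out one library. It was 81.7% with exactTest and 72.4% without the filter on low counts, the setting with all libraries that moved it most. Whether these transcripts differed between the treatments was tested in the comparison of EtOH + ABT-888_TRAP with EtOH_TRAP. None of the 684 passed an adjusted p-value of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, whether adjusted over all transcripts or over the 684 alone, and 31 had an unadjusted p-value under 0.05. In 612 of them (89.5%) the level with EtOH + ABT-888 lay on the control side of the level with EtOH. The transcripts were chosen for their change in the EtOH_TRAP libraries, which also enter the direct comparison, so this share is not an independent test of a reversal. From the transcripts called with EtOH alone and not with ABT-888, the paper reasons that the effect of EtOH on their level is reversed or negated by the inhibitor.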

We elaborate on this in section “3.4. Reversal by ABT-888 on RE transcripts altered by EtOH” (below).

#### 3.1.3. Total RNA ratio

Following a similar analysis method as described in section “3.1.2. RE ratio,” we examined the EtOH total-RNA samples compared to Control total-RNA samples. 

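EtOH_total-RNA (n = 4 mice) was compared with Control_total-RNA (n = 3) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test called 2482 transcripts (17.6% of those tested), 1272 higher and 1210 lower with EtOH, with a median absolute log2 fold change of 0.62. A single fit over all 22 libraries moved the count most, to 151, and exactTest called 3009 transcripts, among them all of the 2482. Sgk1, on chromosome 10 from 21882184 to 21999903, rose from 58.3 ± 5.67 CPM (SD, n = 3) to 214 ± 33.2 CPM (SD, n = 4), a log2 fold change of 1.88 (standard error 0.13, adjusted p-value 1.67e-05 from edgeR). P2ry13, on chromosome 3 from 59207892 to 59210882, fell from 13.0 ± 1.33 to 2.94 ± 0.495 CPM, a log2 fold change of -2.15 (standard error 0.18, adjusted p-value 3.36e-05 from edgeR). Fkbp5 (log2 fold change 1.74) and Zfp189 (1.84) were the next highest by p-value, and Ddit4l (-1.81) and Car2 (-1.11) the next among those that fell. With each library left out in turn, the largest adjusted p-value among these transcripts in the edgeR fits was 0.00238, for Car2.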

EtOH induced 3,015 genes to be differentially expressed compared to control (1517 higher and 1498 lower) (EtOH_INPUT vs Control_INPUT; FDR < 0.05; Table 1-C1; shown as a volcano plot in Supplementary Figure 1). In this gene list the top enriched IPA pathways were “Axonal guidance Signaling,” “Gαi Signaling,” and “cAMP-mediated Signaling” (Figure 1C1). The addition of ABT-888 (EtOH + ABT-888) manifested a redistribution of far fewer transcripts than were altered by EtOH alone compared to control. There were 544 transcripts (343 upregulated and 201 downregulated) (EtOH + ABT-888_INPUT vs Control_INPUT; FDR < 0.05; Table 1-C2; shown as a volcano plot in Supplementary Figure 1). 

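Between EtOH + ABT-888_total-RNA (n = 4 mice) and Control_total-RNA (n = 3), 37 transcripts passed an adjusted p-value of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 25 higher and 12 lower, with a median absolute log2 fold change of 1.13. At an unadjusted p-value under 0.05 there were 2243. DESeq2 called 622 and exactTest 544. Fkbp5, on chromosome 17 from 28399094 to 28517527, was at 31.3 ± 5.05 CPM in Control_total-RNA, 104.5 ± 2.71 CPM in EtOH_total-RNA and 86.0 ± 14.4 CPM in EtOH + ABT-888_total-RNA. Its log2 fold change from control with EtOH + ABT-888 was 1.46 (standard error 0.17, adjusted p-value 0.0346 from edgeR). Nectin3, on chromosome 16 from 46387706 to 46498525, fell from 53.2 ± 2.47 to 29.6 ± 1.45 CPM, a log2 fold change of -0.84 (standard error 0.11). Slc24a4 (log2 fold change 0.88), Ddit4 (1.53) and Ddit4l (-1.45) had the same adjusted p-value as Fkbp5 and Nectin3. In 5 of the 7 fits that each left out one library, none of these transcripts kept its call in total-RNA, with adjusted p-values up to 0.279 in the edgeR fits.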

Enriched pathways include “Acute Phase Response Signaling,” “IL-6 Signaling,” and “Germ Cell-Sertoli Cell Junction Signaling” (Figure 1C2). Interestingly, 501 of the 544 ribosome-bound transcripts that were altered by EtOH + ABT-888 were also altered by EtOH alone and in every case, in the same direction of change. Hence, we get 2514 transcripts (3015-501), or 83% (2514/3015) of all EtOH affected genes whose ethanol-induced expression level can be said to be “reversed” or “negated” by ABT-888 co-administration. Moreover, EtOH + ABT-888 altered 43 transcripts that were not affected by EtOH alone suggesting novel regulatory mechanisms. 

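In total-RNA, 36 of the 37 transcripts called with EtOH + ABT-888 were among the 2482 called with EtOH, and all 36 changed in the same direction. With exactTest, 501 transcripts were called in both comparisons, all in the same direction.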

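Of the transcripts called with EtOH in total-RNA, 2446, or 98.5% (95% Wilson confidence interval 98.0% to 99.0%), were not called with EtOH + ABT-888. The share was 83.3% with exactTest and 79.5% in a single fit over all 22 libraries. In the comparison of EtOH + ABT-888_total-RNA with EtOH_total-RNA, 0 of the 2446 passed an adjusted p-value of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted over all transcripts or over the 2446 alone. At an unadjusted p-value under 0.05 there were 149. The level with EtOH + ABT-888 lay on the control side of the level with EtOH in 2212 of them (90.4%), with the same limit from the choice of transcripts as in TRAP. Of the 2446, 2437 (99.6%) changed from control in the same direction with both treatments, and 1392 had an unadjusted p-value under 0.05 with EtOH + ABT-888. The median ratio of the log2 fold change with EtOH + ABT-888 to that with EtOH was 0.718, which the choice of transcripts also favours. Over transcripts called between all treated mice and Control, the ratio in total-RNA was 0.828. Of the 70 ways to assign these mice to the treatments, 13 gave a ratio as low as that.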

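Bdnf was the 1 transcript called with EtOH + ABT-888 and not with EtOH in total-RNA. It lies on chromosome 2 from 109674700 to 109727007 and overlaps Gm45346 on the opposite strand. Its level was 38.1 ± 3.35 CPM in Control_total-RNA, 20.7 ± 11.0 CPM in EtOH_total-RNA and 16.8 ± 2.98 CPM in EtOH + ABT-888_total-RNA. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change from control was -1.18 (adjusted p-value 0.0346) with EtOH + ABT-888 and -0.88 (adjusted p-value 0.0700) with EtOH. Between the treatments the log2 fold change of Bdnf was -0.30 (standard error 0.32, unadjusted p-value 0.372 from the edgeR model). The call of Bdnf was lost in 5 of the 7 fits that each left out one library. With exactTest, 43 transcripts were called with EtOH + ABT-888 and not with EtOH.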

Overall, the data indicate that addition of ABT-888 is predominantly able to “reverse” (83%) the effects of EtOH on total-RNA.

### 3.2. EtOH and ABT-888 modulation of RE and total-RNA enriched pathways

With the initial hypothesis that EtOH will induce a shift in RE transcripts which ABT-888 may reverse, we proceeded to identify shifts in IPA pathways between the experimental conditions. From Figure 1, we identified the top 20 canonical pathways based on IPA generated −log *p*-value scores in each computed ratio, and further identified a subset of pathways that were common (Figure 2) across the indexed conditions (A1 vs. A2 vs. A3; and B1 vs. B2). In Figure 2A where pathways are scaled to total-RNA, we note “Molecular Mechanisms of Cancer” and “Estrogen Receptor Signaling” pathways show a strong induction with EtOH following a more suppressive/normalization state with ABT-888. Likewise, IL-8 Signaling and CXCR4 Signaling show a strong induction which appears to reverse with ABT-888. We next examined modulation of these pathways in only TRAP samples across the experimental conditions by comparing lines B1 and B2 from Table 1 and are presented in Figure 1B, of which “Epithelial Adherens Junction Signaling,” “Insulin Receptor Signaling,” and “Regulation of elF4 and p70S6K Signaling,” are the top 3 (Figure 2B). Comparing the two conditions (B1 and B2), we observed that most of the top 20 enriched pathways had an identifiable downward shift in RE after ABT-888 treatment (Figure 2B).

**FIGURE 2:**
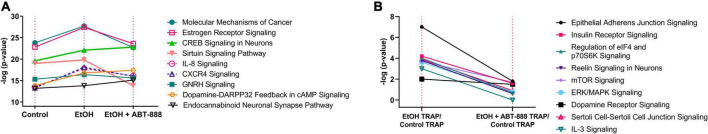
Modulation of enriched signaling pathways between experimental conditions. The –log p-value scores (obtained from IPA) of nine selected pathways are plotted, showing their activation patterns between the experimental conditions in Table 1. **(A)** RE (TRAP-seq) compared to total-RNA (RNA-seq) in Control, EtOH treated, and EtOH + ABT-888 treated (lines A1, A2, and A3 from Table 1). **(B)** Comparing RE only of EtOH treated and EtOH + ABT-888 treated (lines B1 and B2 from Table 1).

### 3.3. Evaluating coordinated changes between the RE and total-RNA pool

We analyzed the data set from TRAP (translating) and total-RNA (transcribed) to detect RNA transcripts that are significantly enriched or reduced in both ribosomes and the total-RNA pool. 

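Of the transcripts called with EtOH by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 437 were called in both TRAP and total-RNA, 300 in TRAP and not in total-RNA, and 2045 in total-RNA and not in TRAP. Of the 300 transcripts called in TRAP and not in total-RNA, 284 (94.7%) changed in the same direction in total-RNA, with a median ratio of the total-RNA to the TRAP log2 fold change of 0.334. Without the filter on low counts the overlap was 927, the setting with all libraries that moved it by the most transcripts, and a single fit over all 22 libraries gave 82.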

We identified 785 transcripts significantly altered (FDR < 0.05) in both the RE and total-RNA pools, suggesting coordinated changes in both transcription and translation regardless of cell type. These changes were in the same direction in all but three instances. 

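Among the 437 transcripts called in both pools, 435 changed in the same direction. The others were Fbln5 and Pltp. With exactTest, 786 transcripts were called in both pools and 783 changed in the same direction, Ptpn6 being the third exception. Whether the effect of EtOH differed between TRAP and total-RNA was tested as an interaction in a fit over all 22 libraries, and 3 transcripts passed an adjusted p-value of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment: Fbln5, Pltp and Crym. At an unadjusted p-value under 0.05 there were 685. With the mouse as a block, which takes the pairing of the libraries into account, 14 transcripts passed, and the likelihood ratio test moved the count most, to 16. Crym is named because it was one of the calls, after its values were seen. The log2 fold change of Crym with EtOH was 2.31 in TRAP and 0.24 in total-RNA, a difference of 2.06 (adjusted p-value 0.0276 from edgeR). From the transcripts that changed in both pools, the paper proposes a coordinated change in transcription and translation.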

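Fbln5, on chromosome 12 from 101746565 to 101819055, was at 7.57 ± 1.22 CPM (SD, n = 3) in Control_TRAP and 2.05 ± 0.456 CPM (SD, n = 4) in EtOH_TRAP, and at 4.65 ± 0.109 CPM in Control_total-RNA and 7.61 ± 2.26 CPM in EtOH_total-RNA. Its log2 fold change with EtOH was -1.86 (standard error 0.32, adjusted p-value 0.0103) in TRAP and 0.72 (standard error 0.23, adjusted p-value 0.0444) in total-RNA by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between these effects was -2.60 (standard error 0.36, adjusted p-value 0.00392 from the interaction in edgeR). With each Control or EtOH library left out in turn, a check chosen after seeing the data, it lay between -2.73 and -2.43 and kept its call, while the change in TRAP lost its call in 2 of 7 fits and that in total-RNA in 5 of 7. Pltp, on chromosome 2 from 164839518 to 164857711, overlaps Ctsa on the opposite strand, so its counts are uncertain. Its level was 2.69 ± 0.460 CPM in Control_TRAP, 8.34 ± 3.27 CPM in EtOH_TRAP, 22.7 ± 3.18 CPM in Control_total-RNA and 12.2 ± 0.624 CPM in EtOH_total-RNA. The log2 fold change of Pltp was 1.65 (standard error 0.37, adjusted p-value 0.0268 from edgeR) in TRAP and -0.89 (standard error 0.14, adjusted p-value 0.00137) in total-RNA. The change of Pltp in TRAP lost its call in 4 of the 7 fits that each left out one library. The difference was 2.53 (standard error 0.40, adjusted p-value 0.0130 from edgeR), and it lost its call in 4 of 14 such fits. Ptpn6, on chromosome 6 from 124720707 to 124738714, overlaps Gm20531 on the opposite strand and had between 5 and 11 counts per Control_TRAP library and between 14 and 59 per EtOH_TRAP library. Ptpn6 changed by a log2 fold change of 2.07 (standard error 0.67, adjusted p-value 0.0909 from edgeR) in TRAP and -0.73 (standard error 0.27, adjusted p-value 0.0810) in total-RNA, and the difference of 2.81 had a standard error of 0.76 and an adjusted p-value of 0.523 from edgeR.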

Expression of Fbln5 was increased with EtOH in the total-RNA pool and decreased in the RE pool, while expression of Pltp6 and Ptpn6 was decreased with EtOH in the total-RNA pool and increased in the RE pool. We next used IPA to identify enriched canonical pathways in this data set of 785 transcripts. The top 20 pathways ranked according to their negative log p-value are shown in Figure 3 and included “3-Phosphoinositide Degradation,” “Coronavirus Replication Pathway,” and “Breast Cancer Regulation by Stathmin 1.”

**FIGURE 3:**
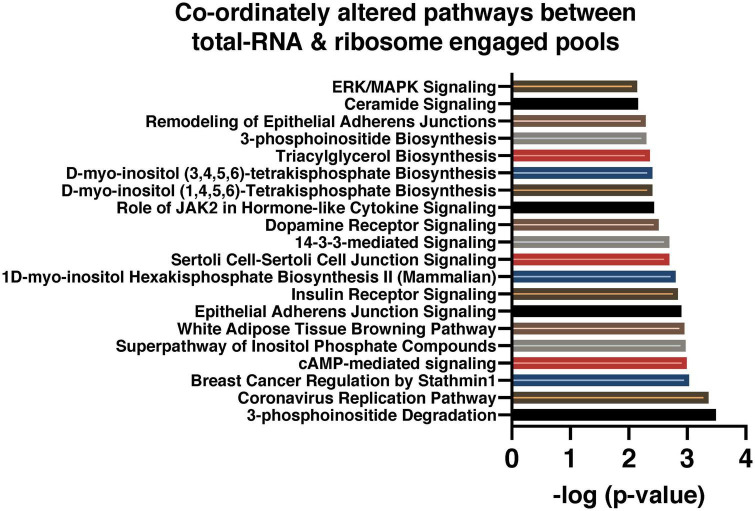
Signaling pathways predicted by IPA in coordinately altered transcripts between RE and total-RNA pool. These are the top twenty canonical pathways from among the differentially expressed transcripts that were common to both RE (from TRAP-seq data) and total-RNA (from RNA-seq data), at an FDR < 0.05. The pathways are ranked according to IPA generated –log p-value scores.

### 3.4. Reversal by ABT-888 on RE transcripts altered by EtOH

We wanted to identify the number of transcripts whose EtOH-induced expression changes were nullified or “reversed” by the addition of ABT-888. 

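Of the 684 transcripts called in EtOH_TRAP against Control_TRAP and not in EtOH + ABT-888_TRAP against Control_TRAP, all 684 changed from control in the same direction with both treatments. In the comparison of EtOH + ABT-888_TRAP with Control_TRAP, 516 of them had an unadjusted p-value under 0.05. The median ratio of the log2 fold change with EtOH + ABT-888 to that with EtOH was 0.753. Choosing transcripts called with EtOH and not with EtOH + ABT-888 favours a low ratio. Over transcripts called between all treated mice and Control, the ratio in TRAP was 0.883. Of the 70 ways to assign these mice to the treatments, 15 gave a ratio as low as that. The plot of the log2 fold changes of both treatments shows each transcript against the line of equal change.

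**Figure D1:**
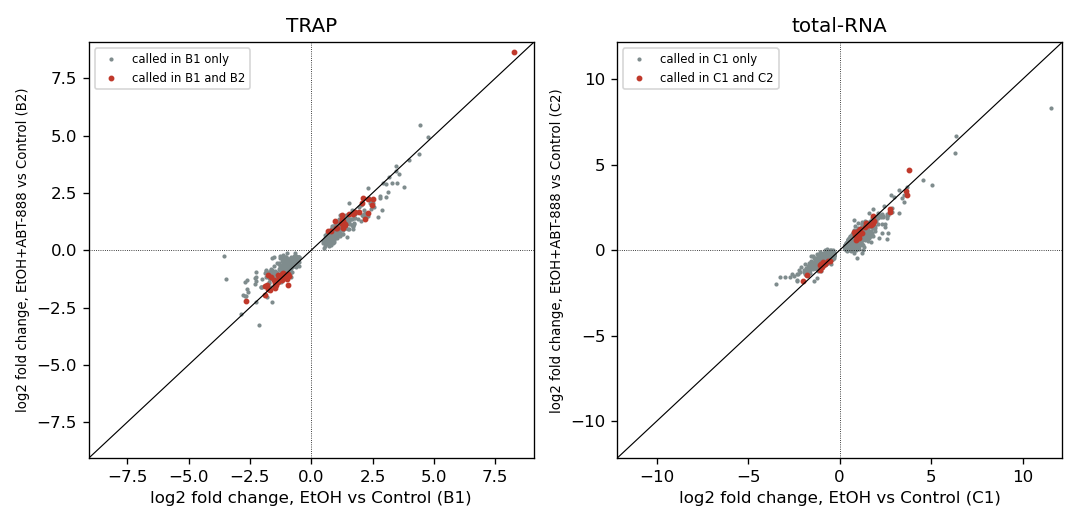
Log2 fold change from control with EtOH + ABT-888 (vertical axis) against that with EtOH (horizontal axis), in TRAP and in total-RNA, with 1 point per transcript called with EtOH. Grey points are called with EtOH alone, red points in both comparisons, and the diagonal marks equal change; in TRAP, 684 points are grey and 53 are red, and in total-RNA 2446 and 36.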

We identified 1115 (1365-250) transcripts or 82% (1115/1365) of all EtOH affected genes to be “reversed” by ABT-888 co-administration (shown as a volcano plot; Supplementary Figures 2, 3). A schematic representation is shown in Figure 4. These genes were analyzed by IPA to identify enriched pathways and the 15 highest-ranking canonical pathways are indicated in Table 2 and Figure 5. 

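Of the genes that Table 2 lists under Insulin Receptor Signaling, 18 are reported here, all among the transcripts tested. Their names were read by eye from the image in Table 2, which gives a higher number of genes. The list is therefore incomplete and may hold reading errors. In EtOH_TRAP against Control_TRAP, 11 of them were higher (Irs4, Rasd1, Irs2, Scnn1a, Pik3r4, Grb10, Inpp5k, Rapgef1, Ppp1r7, Ocrl and Map2k1) and 7 were lower (Hras, Prkag2, Akt2, Ppp1r11, Stxbp4, Stx4a and Synj2), with absolute log2 fold changes between 0.49 and 2.69. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10 of the 18 had an adjusted p-value under 0.05, namely Rasd1, Irs2, Scnn1a, Pik3r4, Inpp5k, Ppp1r7, Hras, Akt2, Ppp1r11 and Synj2. Adjusted over the 18 alone, all 18 passed, and all 18 passed with exactTest, but the list holds the paper's own calls on these data so this shows no stability. In EtOH + ABT-888_TRAP against Control_TRAP, 0 of the 18 had an adjusted p-value under 0.05, and 16 had a log2 fold change closer to 0 than with EtOH. The paper took the list from transcripts it called with EtOH and not with EtOH + ABT-888, so these counts show no stability either. Without EtOH + ABT-888 replicate 3, Synj2 passed in that comparison. The exceptions to the smaller change were Pik3r4 (0.73 with EtOH and 0.74 with EtOH + ABT-888) and Grb10 (0.68 and 0.70). In the direct comparison of the treatments in TRAP, 0 of the 18 passed the same threshold, and 1, Irs4, had an unadjusted p-value under 0.05. Irs2, Irs4, Ppp1r7, Prkag2, Rapgef1, Stx4a and Synj2 overlap another gene on the opposite strand, which leaves their counts uncertain.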

We observed “Insulin Receptor Signaling” emerging as the top ranked canonical pathway (Table 2), suggesting that ethanol’s effects on this pathway are regulated by PARP signaling.

**FIGURE 4:**
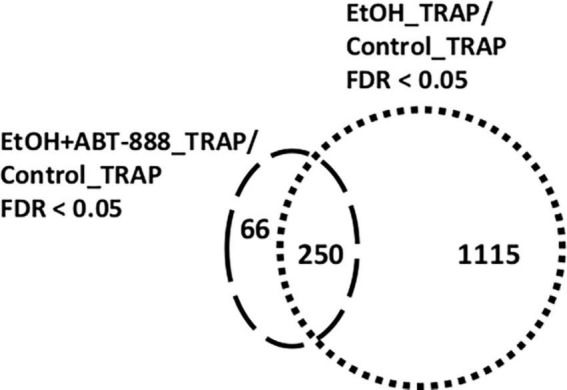
Venn diagram illustrating the differentially expressed transcripts identified in the different datasets. In RE (TRAP-seq) samples, administration of EtOH caused the differential distribution of 1,365 ribosomal transcripts (Table 1; B1) (EtOH_TRAP vs Control_TRAP; FDR < 0.05) represented by the “dotted” circle. Co-administering the PARP inhibitor ABT-888 (EtOH + ABT-888) resulted in 316 transcripts differentially altered compared to control (EtOH + ABT-888_TRAP vs Control_TRAP; FDR < 0.05; Table 1-B2) represented by the “dashed” circle. Out of these 316 transcripts, 66 were uniquely altered by EtOH + ABT-888, but not EtOH, whereas 250 transcripts were altered by both EtOH and EtOH + ABT-888. This yielded 1,115 transcripts (1365-250) that were altered exclusively by EtOH and no longer by ABT-888 (or “reversed by ABT-888”) compared to Control.

**TABLE 2:** Top 15 canonical pathways predicted by IPA emerging from the 1,115 transcripts that are reversed with ABT-888.

Top 15 canonical pathways	Number of genes normalized by ABT-888	List of genes normalized by ABT-888
Insulin receptor signaling	19	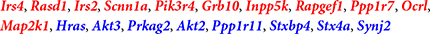
Superpathway of inositol phosphate compounds	22	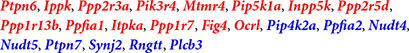
IL-3 signaling	12	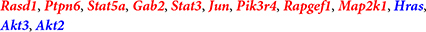
JAK/Stat signaling	12	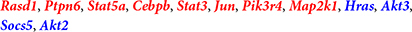
IGF-1 signaling	13	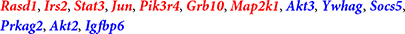
Reelin signaling in neurons	15	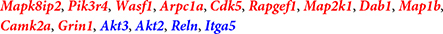
Regulation of eIF4 and p70S6K signaling	18	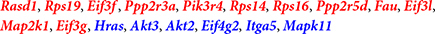
EIF2 signaling	22	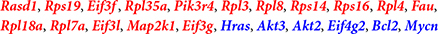
mTOR signaling	21	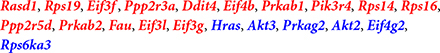
Role of JAK2 in hormone-like ytokine signaling	7	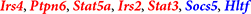
3-Phosphoinositide degradation	17	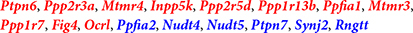
FLT3 signaling in hematopoietic progenitor cells	11	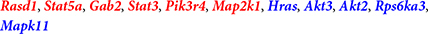
ERK/MAPK signaling	20	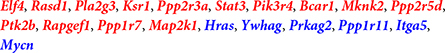
Chemokine signaling	11	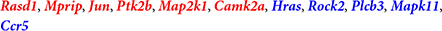
1D-Myo-inositol hexakisphosphate biosynthesis II (mammalian)	5	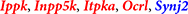

Transcripts that were significantly altered by EtOH, but not by co-administration of EtOH plus ABT-888. The genes indicated in red are up-regulated and genes indicated in blue are down-regulated by EtOH compared to control.

**FIGURE 5:**
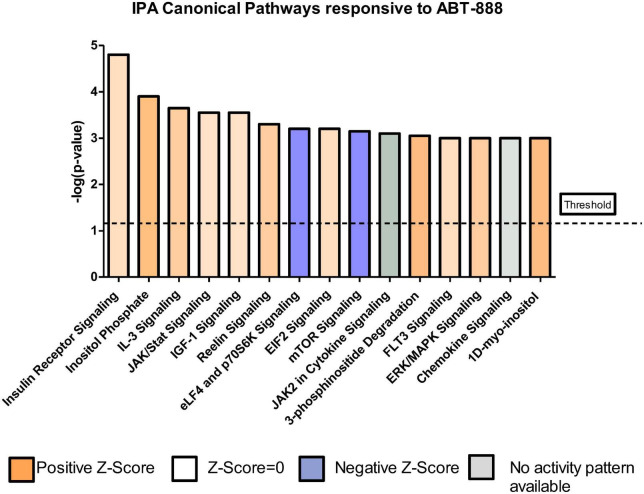
Top canonical pathways emerging from the data where the effects of ethanol are reversed with ABT-888 in RE samples. IPA identified 15 significant canonical pathways (ranked based on –log *p*-value) in the list of 1115 transcripts from the RE (TRAP-seq) data that were ‘reversed by co-administration of EtOH + ABT-888’. Blue = negative z-score = –2 and impact on the pathway; orange = positive z-score = +2 and impact on the pathway; white = z-score = 0, signifying no impact on the pathway.

### 3.5. Candidates for validation from insulin receptor signaling and chemokine signaling

We elected to validate six genes present in the 15 highest-ranking enriched canonical pathways emerging from the ethanol-regulated and PARP-reverted RE pool (Table 2 and Figure 5). The genes *Irs2*, *Irs4*, *Scnn1a*, *Stxbp4*, *Rasd1* (Insulin Receptor Signaling), and *Mapk11* (Chemokine Signaling) were chosen based on the differences in logFC between the EtOH_TRAP/Control_TRAP and the EtOH + ABT-888_TRAP/Control_TRAP comparisons. 

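Irs2, on chromosome 8 from 10984681 to 11008458, was at 67.7 ± 1.82 CPM (SD, n = 3) in Control_TRAP, 163 ± 55.4 CPM (SD, n = 4) in EtOH_TRAP and 108.6 ± 40.5 CPM (SD, n = 4) in EtOH + ABT-888_TRAP. Its log2 fold change from control was 1.28 (standard error 0.24, adjusted p-value 0.0141) with EtOH and 0.70 (standard error 0.24, adjusted p-value 0.261) with EtOH + ABT-888 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Irs2 overlaps 9530052E02Rik on the opposite strand, and its call with EtOH was lost in 3 of the 7 fits that each left out one library. Rasd1, on chromosome 11 from 59963181 to 59964944, was at 3.22 ± 2.11, 13.3 ± 2.70 and 8.82 ± 4.15 CPM in the same groups. Rasd1 had a log2 fold change of 2.12 (standard error 0.40, adjusted p-value 0.0145 from edgeR) with EtOH and 1.51 (standard error 0.51, adjusted p-value 0.247) with EtOH + ABT-888, and 2 of 7 fits lost the call with EtOH. Scnn1a, on chromosome 6 from 125320659 to 125344943, had log2 fold changes of 1.27 (adjusted p-value 0.0412 from edgeR) and 0.72, and lost its call with EtOH in 6 of 7 fits. Irs4, on chromosome X from 141710998 to 141725263, overlaps Gm15295 on the opposite strand and had few counts, between 0 and 4 per Control_TRAP library, between 8 and 17 per EtOH_TRAP library and between 0 and 6 per EtOH + ABT-888_TRAP library. The log2 fold change of Irs4 was 2.69 (standard error 1.00, adjusted p-value 0.134 from edgeR) with EtOH and 0.48 (standard error 1.36) with EtOH + ABT-888, where it turned to -0.36 without EtOH + ABT-888 replicate 10. Stxbp4, on chromosome 11 from 90476492 to 90638084, changed by -0.85 (standard error 0.28, adjusted p-value 0.0927 from edgeR) and -0.30. In the direct comparison of EtOH + ABT-888_TRAP with EtOH_TRAP, none of these genes passed an adjusted p-value of 0.05 in edgeR, and Irs4 had an unadjusted p-value of 0.0431 from the same model.

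**Figure D2:**
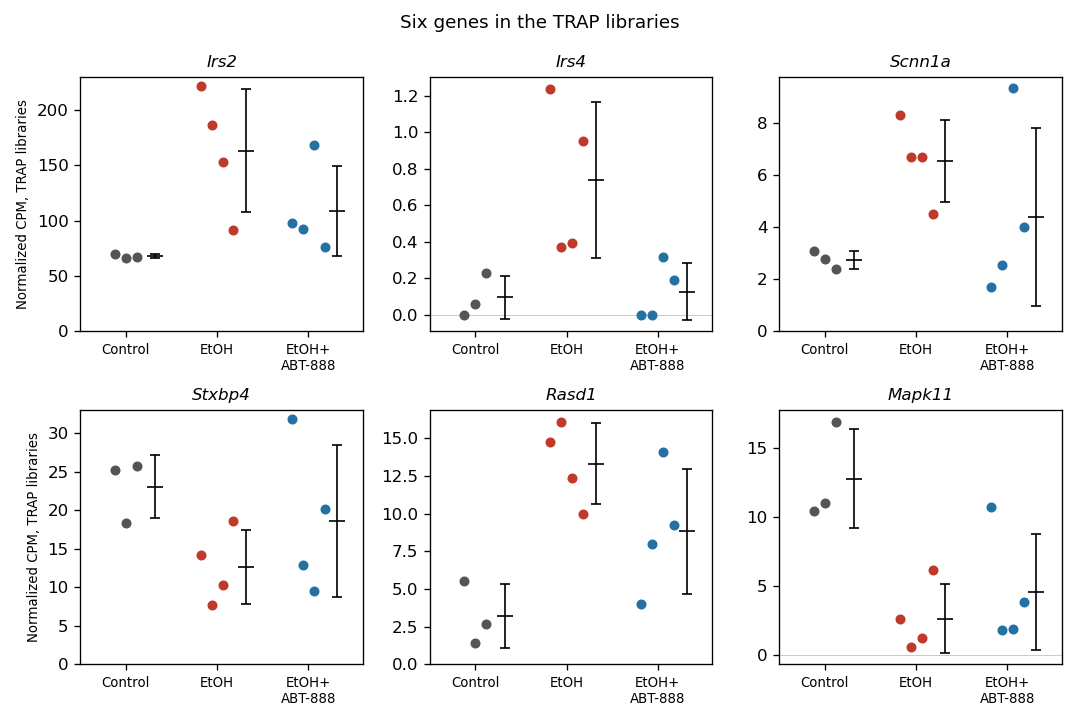
Normalized CPM of Irs2, Irs4, Scnn1a, Stxbp4, Rasd1 and Mapk11 in each TRAP library, with 1 panel per gene. Points are libraries (n = 3 Control, n = 4 EtOH, n = 4 EtOH + ABT-888), and the bars give the mean ± SD, for Irs2 67.7 ± 1.82, 163 ± 55.4 and 108.6 ± 40.5 CPM.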

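The 12 genes of Table 3 reported here are Irs2, Irs4, Scnn1a, Stxbp4, Rasd1, Mapk11, Mapk8ip2, Mycn, Hltf, Rngtt, Ptpn6 and Pla2g3. In EtOH_TRAP against Control_TRAP, 8 of the 12 had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 12 did with exactTest. In EtOH + ABT-888_TRAP against Control_TRAP, 0 of the 12 passed with either test, and all 12 were closer to control than with EtOH. Table 3 holds genes that the paper chose for such a reversal on these data, so these counts show no stability. Without EtOH + ABT-888 replicate 3, Mapk11 and Mycn passed in that comparison by the quasi-likelihood test. Between the treatments 0 of the 12 passed the threshold, and 2 had an unadjusted p-value under 0.05 (Irs4 and Mapk8ip2). The log2 fold changes with EtOH and with EtOH + ABT-888 were -2.25 and -1.35 for Mycn, -1.40 and -0.56 for Hltf, -1.24 and -0.69 for Rngtt, 2.07 and 0.91 for Ptpn6, and 1.90 and 1.06 for Pla2g3. Pla2g3 overlaps Inpp5j on the opposite strand and had 0 counts in EtOH + ABT-888 replicate 3.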

Genes showing a ΔlogFC value higher than 0.50 were selected for qRT-PCR validations (Table 3). Validation results confirmed our hypothesis of ABT-888 induced reversal of EtOH dysregulation of *Irs2*, *Irs4*, *Rasd1*, and *Scnn1a* (Figure 6). In the case of *Rasd1*, although ABT-888 was able to reverse the effects of EtOH, it was not reduced to control levels. All these validated targets, except Mapk11, lie within the Insulin Receptor Signaling pathway as noted in Table 2.

**TABLE 3:** Genes with the highest magnitude of reversal with coadministration of EtOH and ABT-888, corresponding to a difference in logFC > 0.50.

Gene name	logFC (TRAP-EtOH/TRAP-CTL)	logFC (TRAP-EtOH + ABT/TRAP-CTL)	Δ logFC
*Ccr5*	−4.52	0.02	4.55
*Irs4*	2.69	0.47	2.21
*Ptpn6*	2.07	0.91	1.16
*Mycn*	−2.24	−1.35	0.89
*Hltf*	−1.4	−0.55	0.84
*Pla2g3*	1.9	1.06	0.84
*Mapk11*	−2.28	−1.48	0.8
*Rasd1*	2.1	1.5	0.61
*Irs2*	1.28	0.7	0.59
*Scnn1a*	1.27	0.71	0.56
*Rngtt*	−1.24	−0.69	0.55
*Stxbp4*	−0.85	−0.3	0.55
*Mapk8ip2*	1.05	0.51	0.54

ΔlogFC: difference between the logFC in the TRAP_EtOH compared to TRAP_CTL and the TRAP_EtOH + ABT-888 compared to TRAP_CTL.

**FIGURE 6:**
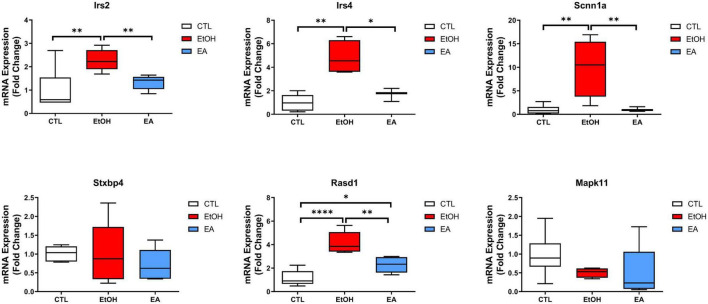
Validation of TRAP-seq results on selected genes. qRT-PCR analysis of six genes selected from Insulin Receptor Signaling pathway (Irs2, Irs4, Scnn1a, Stxbp4, and Rasd1) and Chemokine Signaling pathway (Mapk11). Relative expression (Fold Change) is compared between TRAP_EtOH/TRAP_CTL and TRAP_EtOH + ABT-888/TRAP_CTL, respectively, using the mean fold-change for Irs2 (FC = 2.28; *p* = 0.0093, FC = 1.33; *p* = 0.43), Irs4 (FC = 4.82; *p* = 0.0011, FC = 1.70; *p* = 0.19), Scnn1a (FC = 9.86; *p* = 0.0075, FC = 0.95; p = 0.95), Stxbp4 (FC = 1.04; *p* = 0.96, FC = 0.72; *p* = 0.15), Rasd1 (FC = 4.17; *p* < 0.0001, FC = 2.29; *p* = 0.02), and Mapk11 (FC = 0.51; *p* = 0.15, FC = 0.50; *p* = 0.25). Results are represented as the mean fold-change normalized to the geometric mean of the housekeeping genes and error bars indicate the range of relative expression calculated using 2^– (Δ^ ^Δ^ ^Ct ± standard^ ^deviation)^. *p < 0.05, ^**^p < 0.01, ^****^p < 0.0001.

## 4. Discussion

We utilized TRAP-seq to measure genome-wide changes in the ribosome-bound RNA population (translatome) within excitatory pyramidal cells from the PFC in mice exposed to EtOH. Using the TRAP method, we isolated ribosome bound RNA from these cells. 

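Camk2a, which encodes CAMKIIα and lies on chromosome 18 from 60925618 to 60988152, was at 1883 ± 148.5 CPM (SD, n = 3) in Control_TRAP and 2092 ± 244 CPM (SD, n = 3) in Control_total-RNA. Its log2 fold change from total-RNA to TRAP was -0.17 (standard error 0.11, adjusted p-value 0.203) in Control, 0.08 (standard error 0.12, adjusted p-value 0.617) with EtOH and -0.11 (standard error 0.16, adjusted p-value 0.612) with EtOH + ABT-888 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each library left out in turn, the log2 fold change in Control lay between -0.27 and -0.11. S100b, an astrocyte gene on chromosome 10 from 76253853 to 76261159, was at 9.51 ± 2.80 CPM in Control_TRAP and 89.3 ± 6.90 CPM in Control_total-RNA. From total-RNA to TRAP, S100b had a log2 fold change of -3.26 (standard error 0.19, adjusted p-value 1.93e-07 from edgeR) in Control, -2.77 (standard error 0.34, adjusted p-value 5.33e-05) with EtOH and -2.58 (standard error 0.32, adjusted p-value 9.82e-05) with EtOH + ABT-888.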

We demonstrated, firstly, that this fraction of RE transcripts (extracted from pyramidal cells) is enriched for CAMKIIα expression. Further, we demonstrated the impact of EtOH exposure on the transcript distribution in both the RE and total-RNA pools. Finally, in a direct test of the PARP hypothesis from our lab (Vallerini et al., 2020), we demonstrated that a PARP antagonist (ABT-888) can reverse the effects of EtOH. While this reversal is evident in both fractions, i.e., RE and total-RNA pools, we focused on the normalized RE transcripts to avoid unparameterized variations in the total-RNA pool (elaborated below).

Previous studies indicate that ABT-888 reduces consumption in the binge-like drinking-in-the-dark (DID) binge-like alcohol drinking model and PARP1 overexpression in the PFC increases DID alcohol drinking behavior (Vallerini et al., 2020). We hypothesized that EtOH will induce a shift in translating RNA in the PFC pyramidal neurons, and that many of these changes can be reversed using a PARP inhibitor. The most striking outcome of our study is that the addition of PARP inhibitor ABT-888 reversed 82% of the EtOH-induced changes in transcript levels in the RE samples and 83% of changes in the total-RNA samples with few novel transcripts being affected by the addition of ABT-888 (43 transcripts in total-RNA and 65 in RE samples).

Pathway analyses by IPA showed an overrepresentation of many interesting pathways and we utilized IPA generated –log p-value scores to visually compare the representation of these pathways across treatment conditions (Figure 2). Many interesting pathways emerged, most notably “CREB Signaling in Neurons,” which showed an increased IPA generated –log p-value score with EtOH administration. CREB mediated signaling has been shown to alter neuronal plasticity via epigenomic regulatory mechanisms in response to alcohol and other drugs of abuse resulting in a range of drug-induced behavioral phenotypes (Pandey et al., 2003; Levine et al., 2005; Wang et al., 2009; Krishnan et al., 2014). Interestingly, treatment with ABT-888 didn’t change the IPA generated −log *p*-value score of this network (“CREB Signaling in Neurons”). Given that PARP proteins are involved in DNA repair and chromatin remodeling, increased CREB signaling after administration of ABT could provide an alternate mechanism for a controlled and targeted shift in the translatome. Another interesting pathway was “Sirtuin Signaling Pathway,” which showed a decreased IPA generated –log p-value score, following administration of ABT-888. Sirtuins are described as NAD (nicotinamide adenine dinucleotide)-dependent protein deacetylases with myriad metabolic roles and interact with PARP to regulate concentrations of cellular NAD. PARP enzymes can be activated (acetylated) by p300/CBP and deactivated (deacetylated) by SIRT1. Our observation of a suppressed sirtuin pathway following ABT-888 demonstrates the intricate connection of the sirtuin family of enzymes and PARP activity. Thus, members of the Sirtuin and CREB signaling pathways could be exerting a shift in the translatome through nucleosomal DNA in a NAD-dependent manner.

We focused on the Insulin Receptor Pathway (Figure 7) given that it was the strongest signal in the IPA analysis in the transcripts “normalized” by the PARP inhibitor ABT-888. Insulin is transported into the central nervous system through the blood brain barrier via a saturable mechanism and ligands to the insulin membrane receptor present in a variety of CNS cells. Insulin receptors are enriched in neurons, particularly in the synapse (Chiu and Cline, 2010), and are instrumental in synapse architecture. In this context, insulin ligand binding can recruit both excitatory (NMDA) and inhibitory receptors (GABA) (Chiu and Cline, 2010; Korol et al., 2018). Insulin Receptor Substrate 2/4 (Irs2 and Irs4) mediate the effects of insulin and insulin-like growth factor, are activated by tyrosine and serine kinases (Lee and White, 2004; Sadagurski et al., 2014) and trigger a kinase cascade including the downstream activation of AKT2/3 (Taguchi et al., 2007), noted in our results and presented as Supplementary Figure 3. Downstream, the signal bifurcates along kinase streams, including the MAP kinase and PI3K pathways. Our results suggest that ABT-888 may regulate molecules in the MAP kinase stream (Mapk11, Mapk8ip2; Tables 2, 3). 

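Mapk11, on chromosome 15 from 89142486 to 89149628, was at 12.8 ± 3.58 CPM (SD, n = 3) in Control_TRAP, 2.63 ± 2.48 CPM (SD, n = 4) in EtOH_TRAP and 4.56 ± 4.23 CPM (SD, n = 4) in EtOH + ABT-888_TRAP. Its log2 fold change from control was -2.30 (standard error 0.57, adjusted p-value 0.0397) with EtOH and -1.48 (standard error 0.52, adjusted p-value 0.267) with EtOH + ABT-888 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call with EtOH was lost in 6 of the 7 fits that each left out one library, and without EtOH + ABT-888 replicate 3 the difference between the treatments changed sign, from 0.80 to -0.03. Without that library Mapk11 was also called with EtOH + ABT-888 against Control (log2 fold change -2.31, adjusted p-value 0.0110 from edgeR), where the adjusted p-values lay between 0.0110 and 0.694 over the fits that each left out one library. Mapk8ip2, on chromosome 15 from 89453913 to 89464468, was at 90.7 ± 7.15 CPM in Control_TRAP, 184.9 ± 23.4 CPM in EtOH_TRAP and 128 ± 42.3 CPM in EtOH + ABT-888_TRAP. Mapk8ip2 changed by a log2 fold change of 1.05 (standard error 0.15, adjusted p-value 0.00421 from edgeR) with EtOH, which every fit that left out one library kept, and 0.51 (standard error 0.23, adjusted p-value 0.400) with EtOH + ABT-888. Between EtOH + ABT-888_TRAP and EtOH_TRAP, Mapk8ip2 changed by -0.53 (unadjusted p-value 0.0281 and adjusted p-value 0.9999 from edgeR). The paper proposes from these tables that ABT-888 may regulate molecules of the MAP kinase stream.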

Interestingly among the top 15 pathways from the ABT-888 normalized transcripts there are already well documented interactions. Insulin signaling can activate the mTOR pathway through the activation of PI3K/Akt signaling. mTOR also regulates insulin signaling by modulating the activity of insulin receptor substrate-1 (IRS-1) (Nakamura et al., 2022). Similarly, IGF-I can activate the mTOR pathway through the activation of PI3K/Akt and Ras/MAPK signaling (Mendoza et al., 2011). EtOH inhibits insulin receptor signaling both in the brain and liver at multiple levels (de la Monte et al., 2012). Chronic alcohol exposure has been shown to activate neuronal JAK/Stat signaling and also IGF-1 signaling (Rachdaoui and Sarkar, 2017). Our pharmacological intervention was to antagonize the effects of the PARP enzymes upon EtOH administration. PARP enzymatic activity is triggered by DNA damage, which is a common consequence of a host of reactive endogenous metabolites and the spontaneous decay of DNA. PARP1 repair/activity will induce a reorganization of local chromatin structure, especially in its ability to “parylate” histone proteins, nucleosome disassembly and chromatin relaxation. Consequently, EtOH effects via PARP activity on chromatin and other proteins can be considered to impact both transcription (via chromatin structure) and post-translational modification of non-histone proteins (via “parylation” of lysine residues) (Vallerini et al., 2020).

**FIGURE 7:**
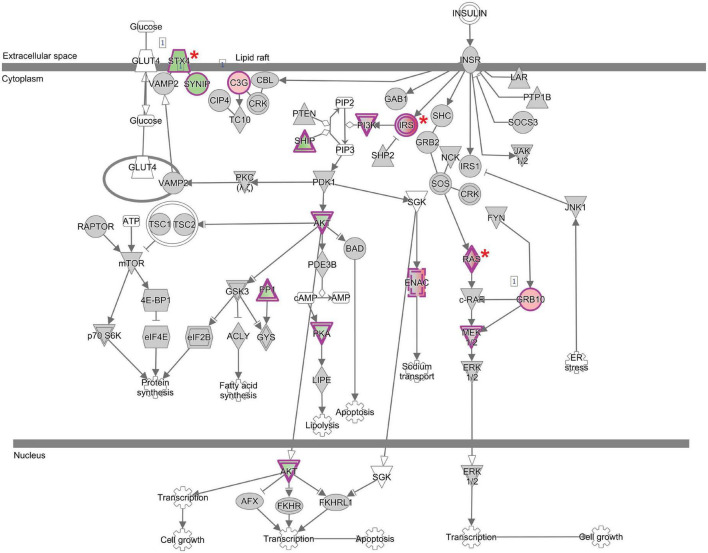
Functional network analysis of the Insulin Receptor Signaling Pathways generated by IPA. Gene names are displayed by cellular localization (extracellular space, cytoplasm, or nucleus). Interactions between molecules are supported by information in the Ingenuity knowledge base. Genes shaded red are upregulated and genes shaded green are downregulated. Genes marked with asterisk have been validated. Solid line ending with (a) solid arrowhead indicates activation; (b) vertical line indicates inhibition; (c) solid arrowhead plus vertical line indicates inhibits and acts on; (d) open arrowhead indicates translocation; (e) open diamond head indicates enzyme catalysis. Node shapes represent functional classes: concentric circles; complex/group, vertically diamonds; enzyme, horizontally ellipses; transcriptional regulator, triangle; phosphatase, inverted triangles; kinase, hexagon; translational regulator, trapezoid; transporter, inverted trapezoid for miRNA, and circles; other.

Poly (ADP-ribose) polymerase enzymes target numerous epigenetic proteins (HDAC5, HDAC7, TP2, G9a, and HSPA2, HP1) as well as transcription factors (PPARg, TIF1, TTF1, YY1, Smad) (Ali et al., 2016). One path of convergence between alcohol, insulin sensitivity, and PARP inhibition is noted by the efficacy of PPARg agonists to reverse this alcohol-induced insulin resistance, and this recalls the effects of the PARP inhibitor ABT-888, which executes the epigenetic modifications on PPARg promoters amongst other genes (de la Monte et al., 2012).

Although we could not profile coordinate changes in protein manufacture, TRAP-seq correlates highly with fold changes in large protein datasets in cell studies (∼2,500 protein using liquid chromatography/tandem mass spectrometry) (Rodrigues et al., 2020). Furthermore, because TRAP-seq appears to preferentially reveal the enrichment of genes with expression restricted to the isolated cell type, it may be less sensitive to genes with a broader expression pattern, i.e., even in non-pyramidal cells (Allison et al., 2015). Given the complexity of the novel TRAP paradigm, these initial experiments were designed to avoid behavioral or contingent variability and sought to establish a primary pharmacological effect of ethanol and ABT-888 on ribosome attachment. The objective was to establish pharmacological parameters prior to conducting contingent or behavioral experiments. We have previously shown in Vallerini et al., 2020 that both a voluntary (Drinking in the Dark) and an involuntary (i.p. administration) did not manifest in differences in BEC levels. A specific limitation in our study is the lack of a reference control (TRAP depleted RNA) to verify the depletion of the pyramidal transcriptome in this sample, which can then serve as reference data for the differential analysis. We attempted to address this limitation by evaluating coordinate changes in the RE and total-RNA pools (Figure 3). Additionally, evaluation of cellular function was not performed in the present study which would require generating TRAP models at the cellular level, a challenge we anticipate for the future. Furthermore, given the small number of genetically modified TRAP cells we were not able to design protein experiments given the tissue requirements. Alternate approaches such as genetic models to target protein pathways could be considered in separate experiments. Our future research will focus on motifs within RNA transcripts that engender ribosomal capture. Furthermore, in this study we used only male rodents and in future studies we plan to incorporate female rodents, which will allow us to merge the data and look for both shared and sex-specific changes. Genomic RNA expression is a molecular event using covalent modifications for nucleotide synthesis and is highly regulated at the promoter level. However, ribosome attachment is similar to ligand-receptor binding, non-covalent in nature, and likely propelled by biophysical considerations such as the minimization of free energy. From the transcriptional domain to the translational domain, this mapping is an exciting new area of research. We speculate that EtOH, with its wide cellular response, is an ideal experimental platform.

This study found that the addition of ABT-888 reversed a significant portion of the changes in transcript levels induced by ethanol, suggesting that PARP inhibitors may be able to target the molecular mechanisms underlying the development of alcohol addiction. We and others have previously reported on the role of PARP enzymes in drug-induced phenotypes. Both Cocaine and Ethanol significantly increase PARP1 expression and enzymatic activity in the nucleus accumbens and PFC respectively, and regulation of PARP inhibition modifies both cocaine and alcohol related behaviors (Scobie et al., 2014; Vallerini et al., 2020). Of particular relevance to the findings of this study is that PARP inhibition with ABT-888 reverses both the observed biomolecular effects of alcohol as well as reduces alcohol drinking (Vallerini et al., 2020). Considering that PARP inhibitors are clinically used in cancer (Dias et al., 2021), our findings would support the use of PARP inhibitors in alcohol use disorder.

## Data availability statement

The data presented in this study are deposited in the GEO repository, accession number GSE227947.

## Ethics statement

The animal study was reviewed and approved by VA Innovation and Research Review System (VAIRRS) Subcommittee on Research Safety and Security (SRSS) Animal Component of Research Protocol (ACORP).

## Author contributions

HK contributed to the data analysis, bioinformatics interpretation, pathway analysis, and manuscript preparation. GV conducted the experimental procedures and the early phase of data analysis. HG contributed to the editing, verification, and formatting. MG contributed to conceptualization and feasibility analysis. HR contributed to the pathway analysis, bioinformatics, and manuscript preparation. DG was responsible for the conceptualization, funding, and contributed toward data analysis and manuscript preparation. RS coordinated the interpretation, data analysis, and manuscript preparation and submission. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Effects of alcohol and PARP inhibition on RNA ribosomal engagement in cortical excitatory neurons
**Source:** Front Mol Neurosci. 2023 Apr 11;16:1125160. doi: 10.3389/fnmol.2023.1125160
**Supplement:** Supplementary file 1

**Supplementary Materials**

**Effects of alcohol and PARP inhibition on RNA ribosomal engagement in cortical excitatory neurons**

Harish R. Krishnan, Gian Paolo Vallerini, Hannah E. Gavin, Marina Guizzetti, Hooriyah S. Rizavi, David P. Gavin & Rajiv P. Sharma

**Supplementary Results:**

Control_TRAP/Control_INPUT EtOH_TRAP/EtOH_INPUT

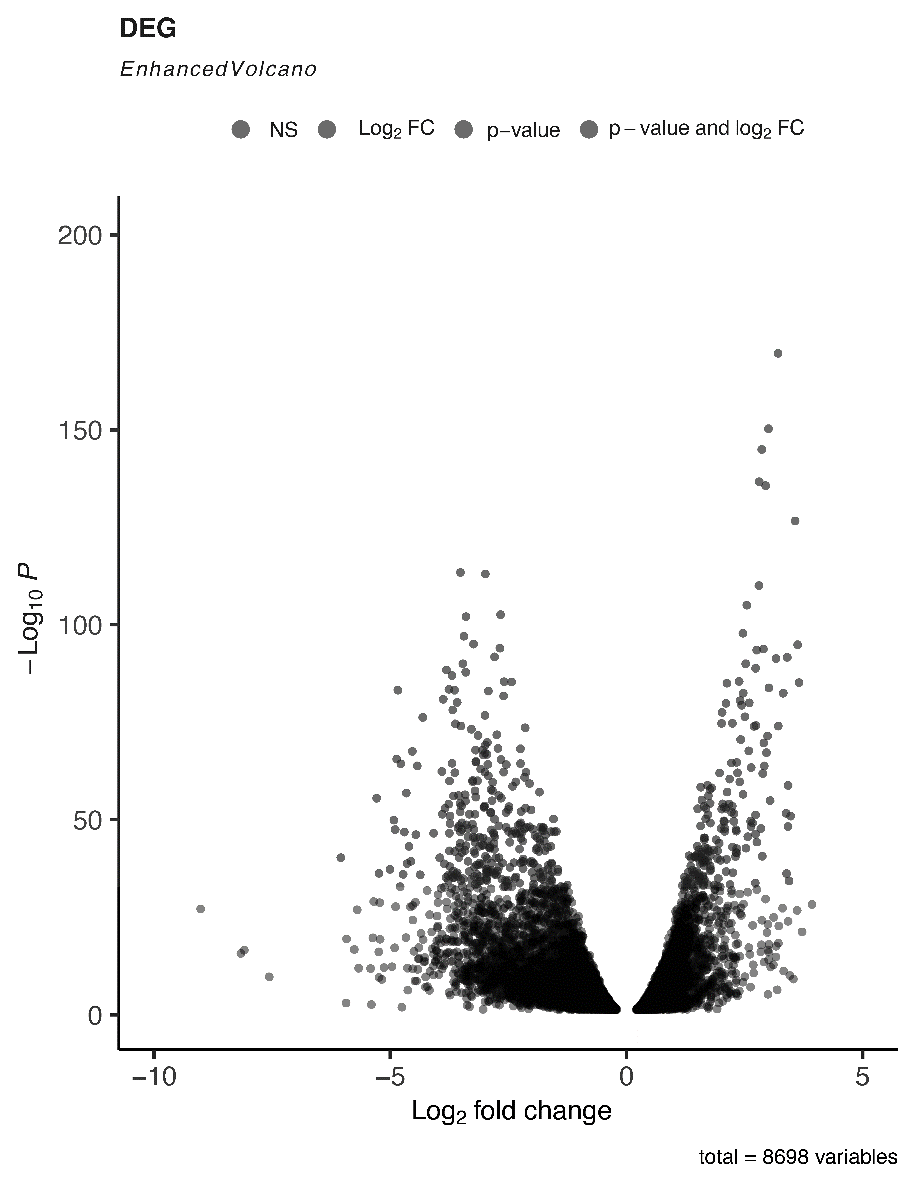

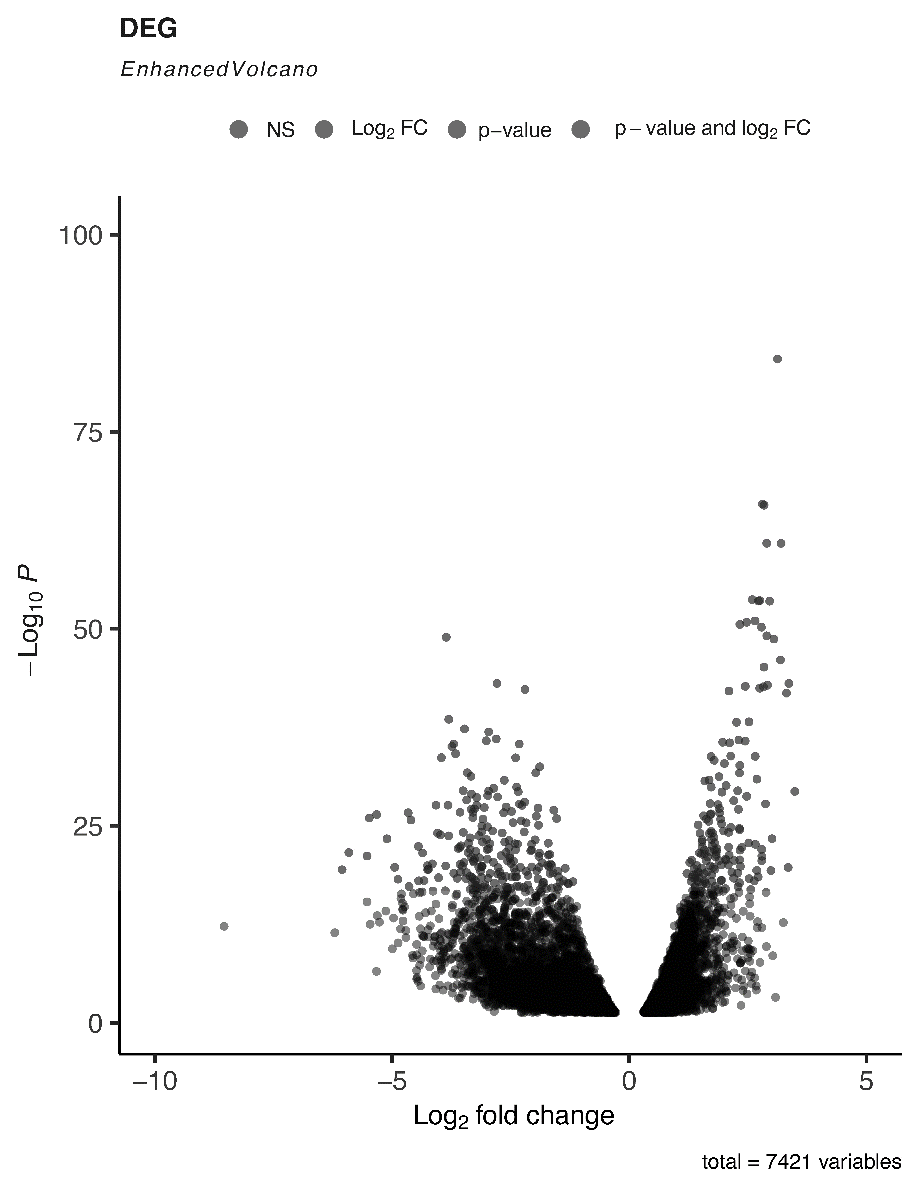

(EtOH+ABT-888)_TRAP/(EtOH+ABT-888)_INPUT

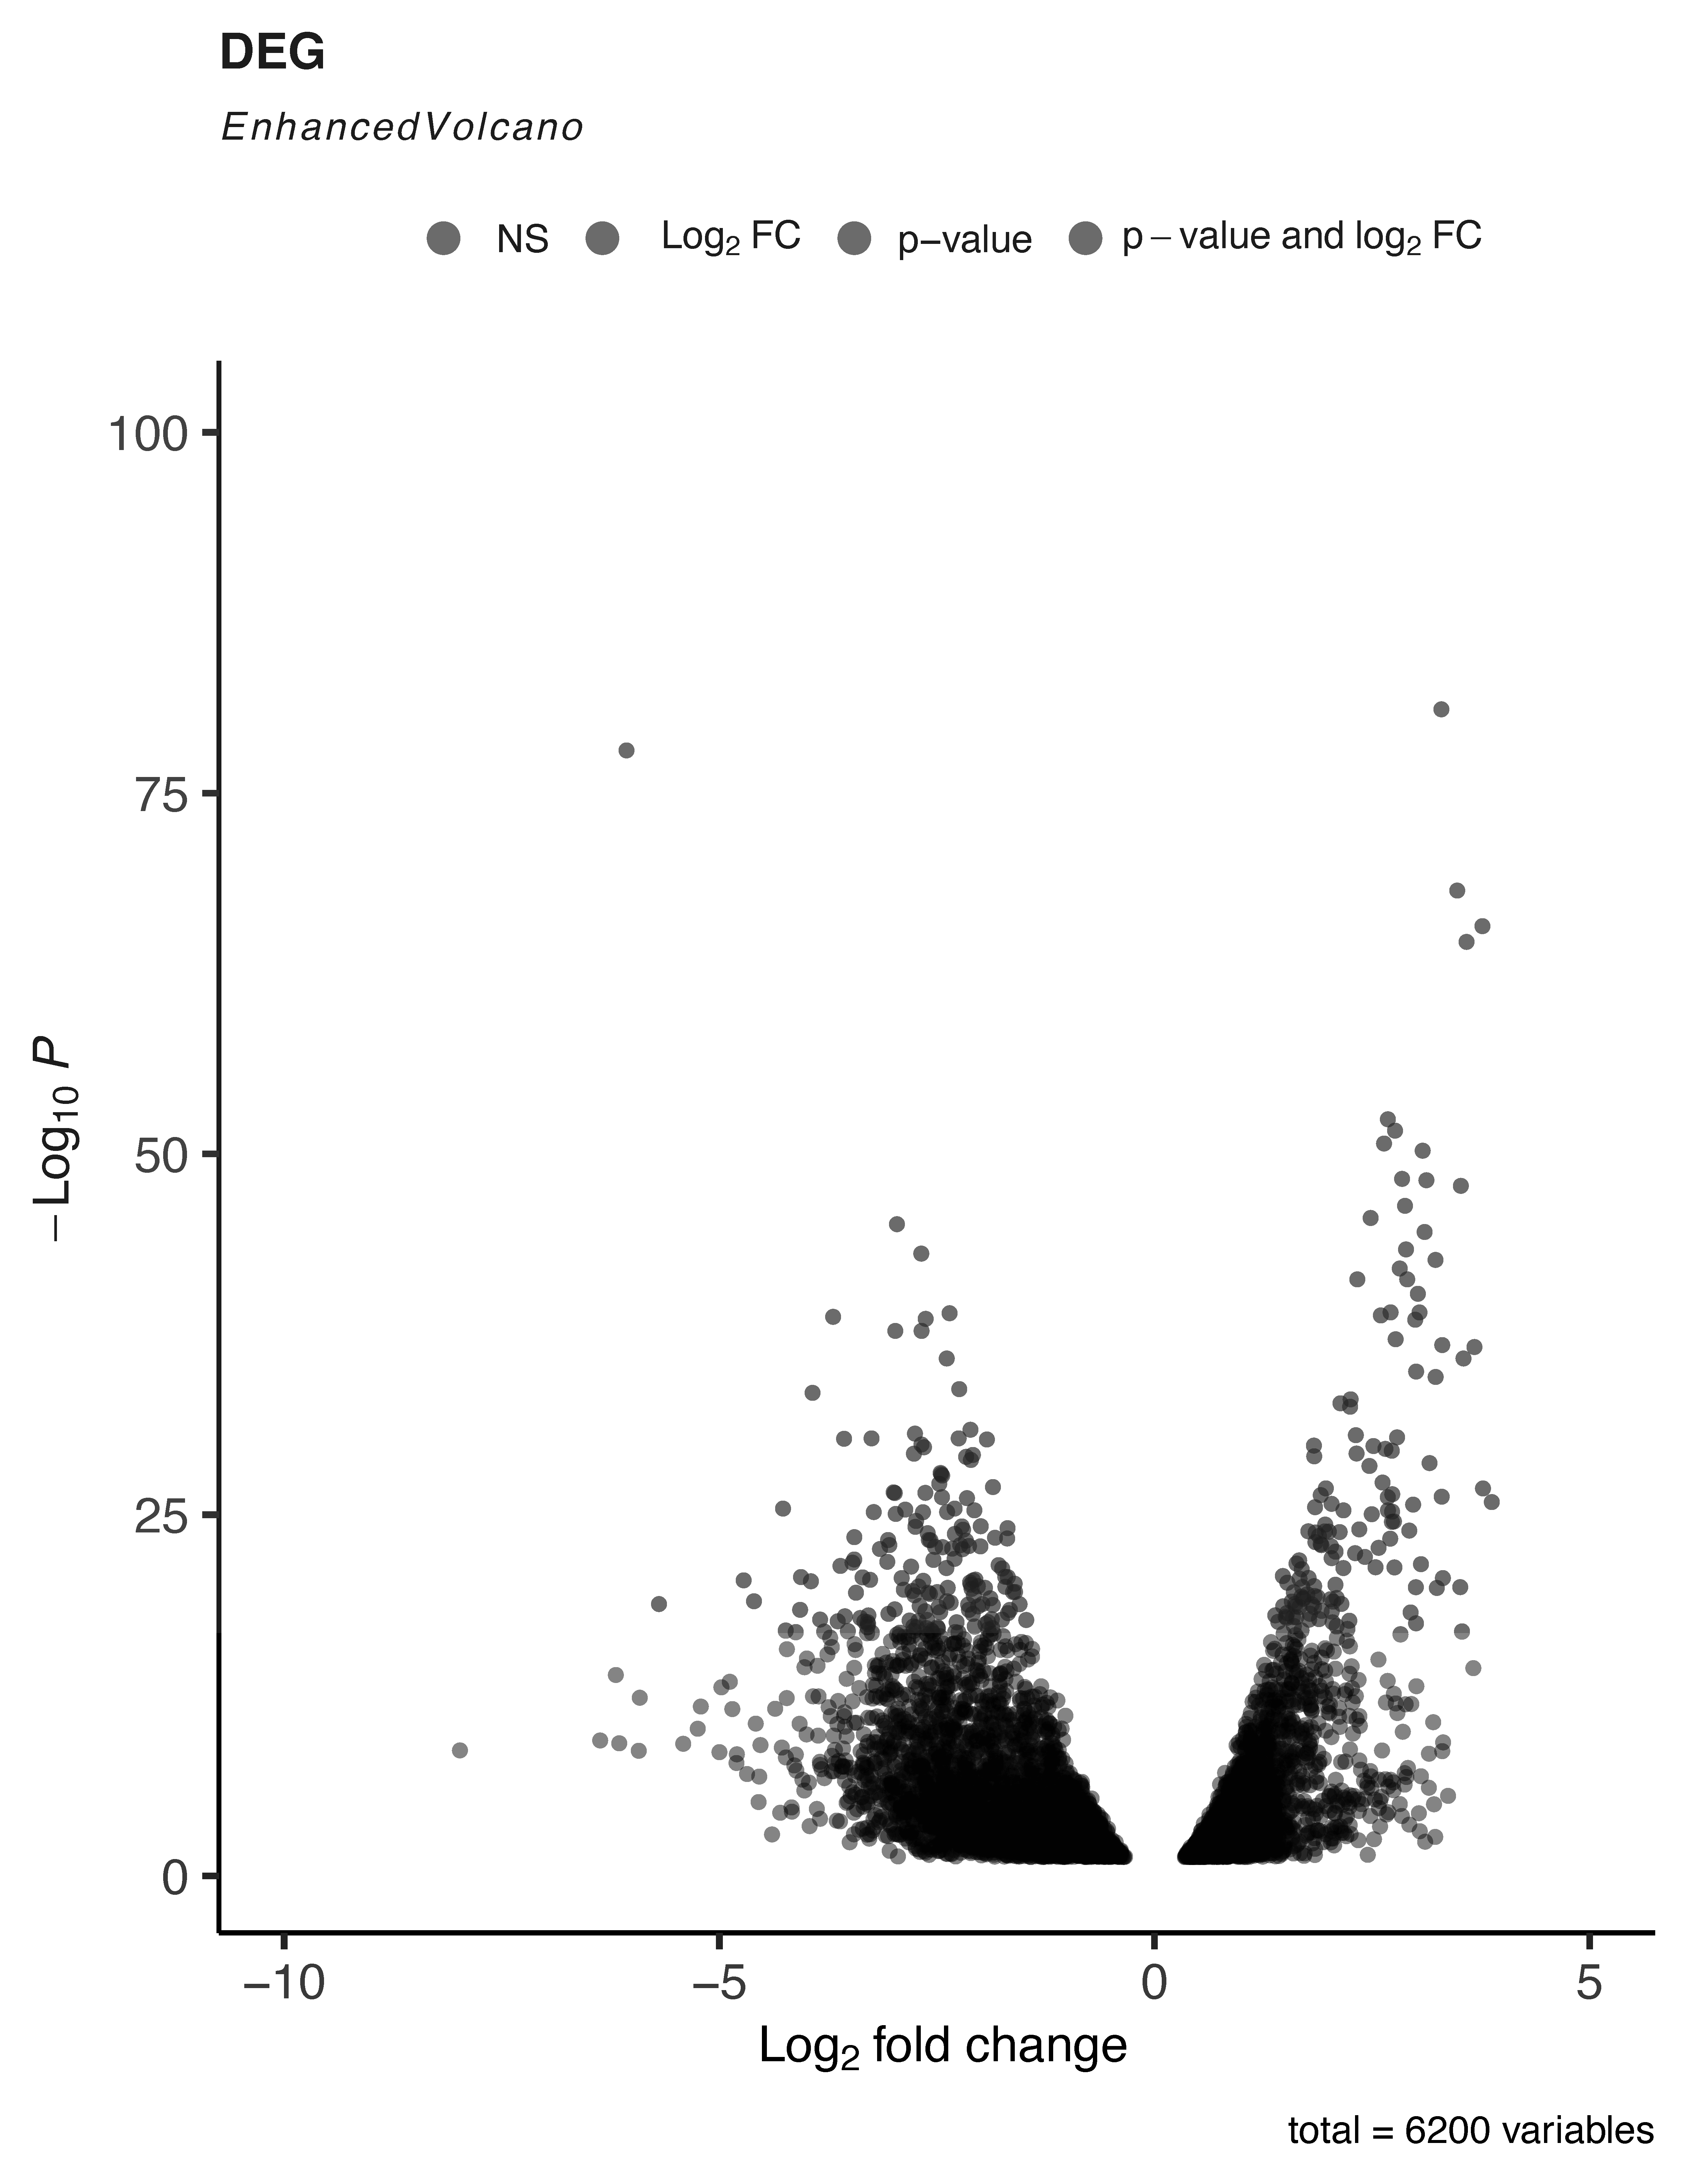

EtOH_TRAP/Control_TRAP (EtOH+ABT-888)_TRAP/Control_TRAP

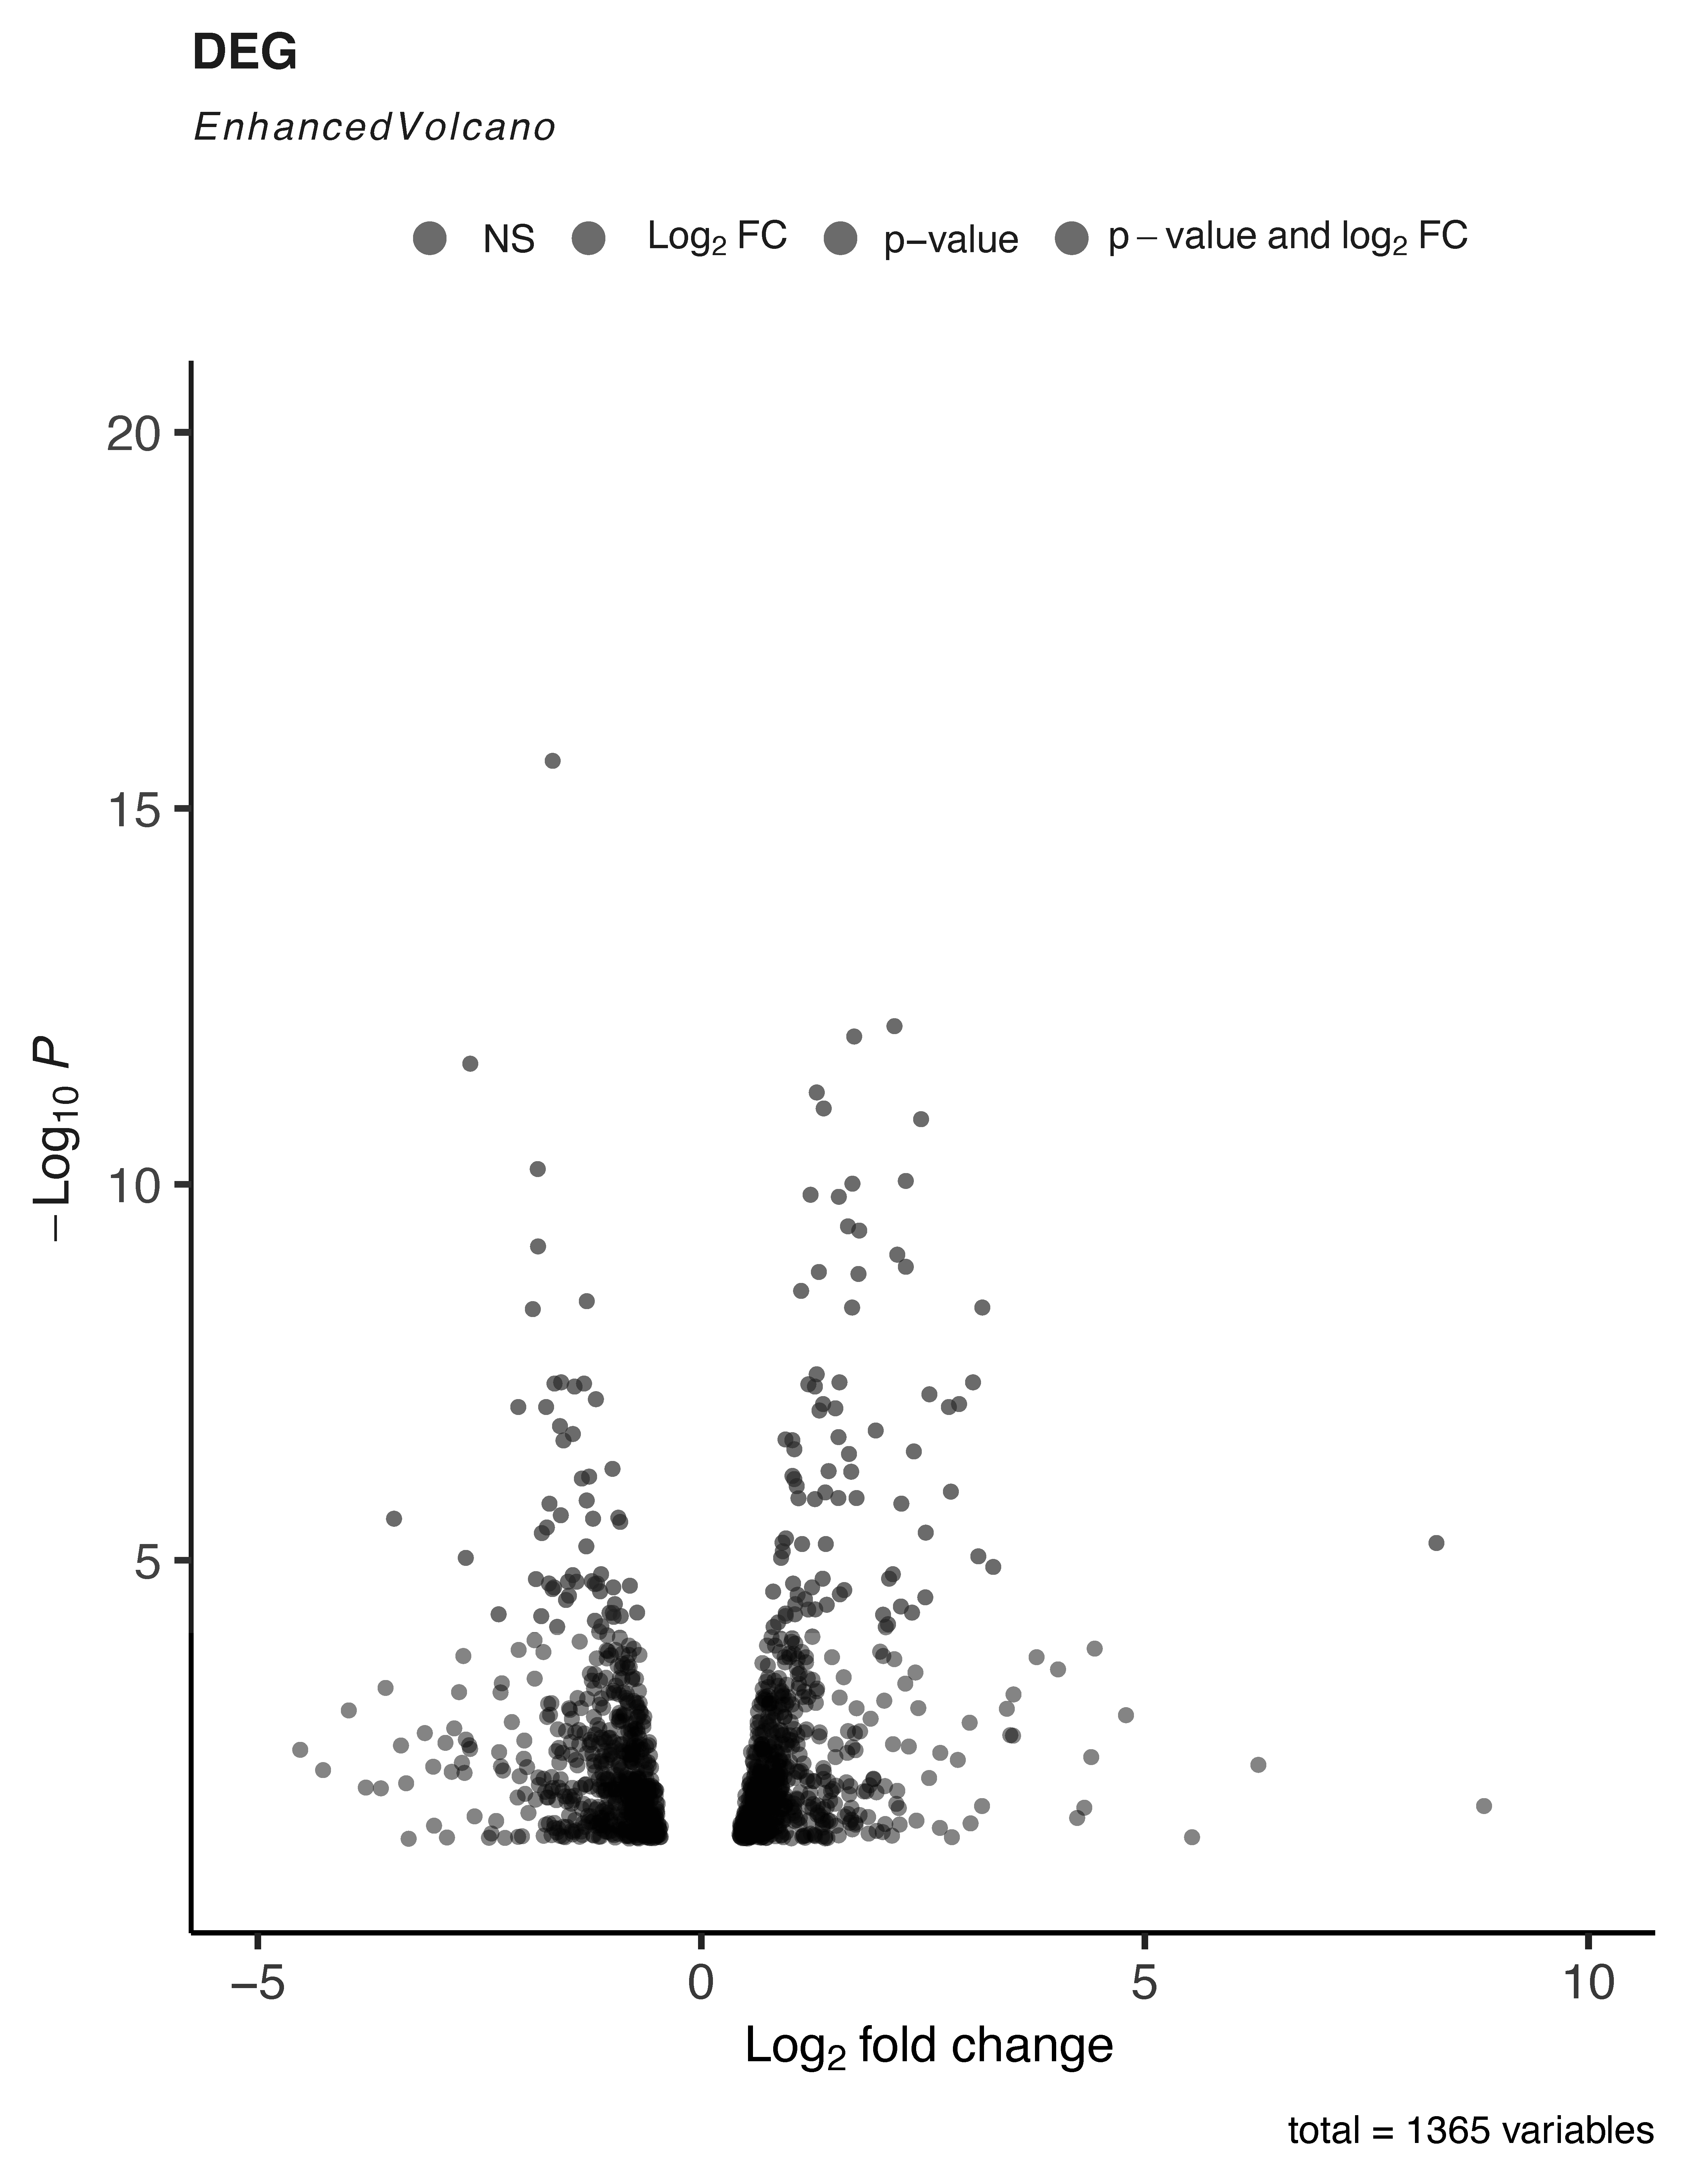

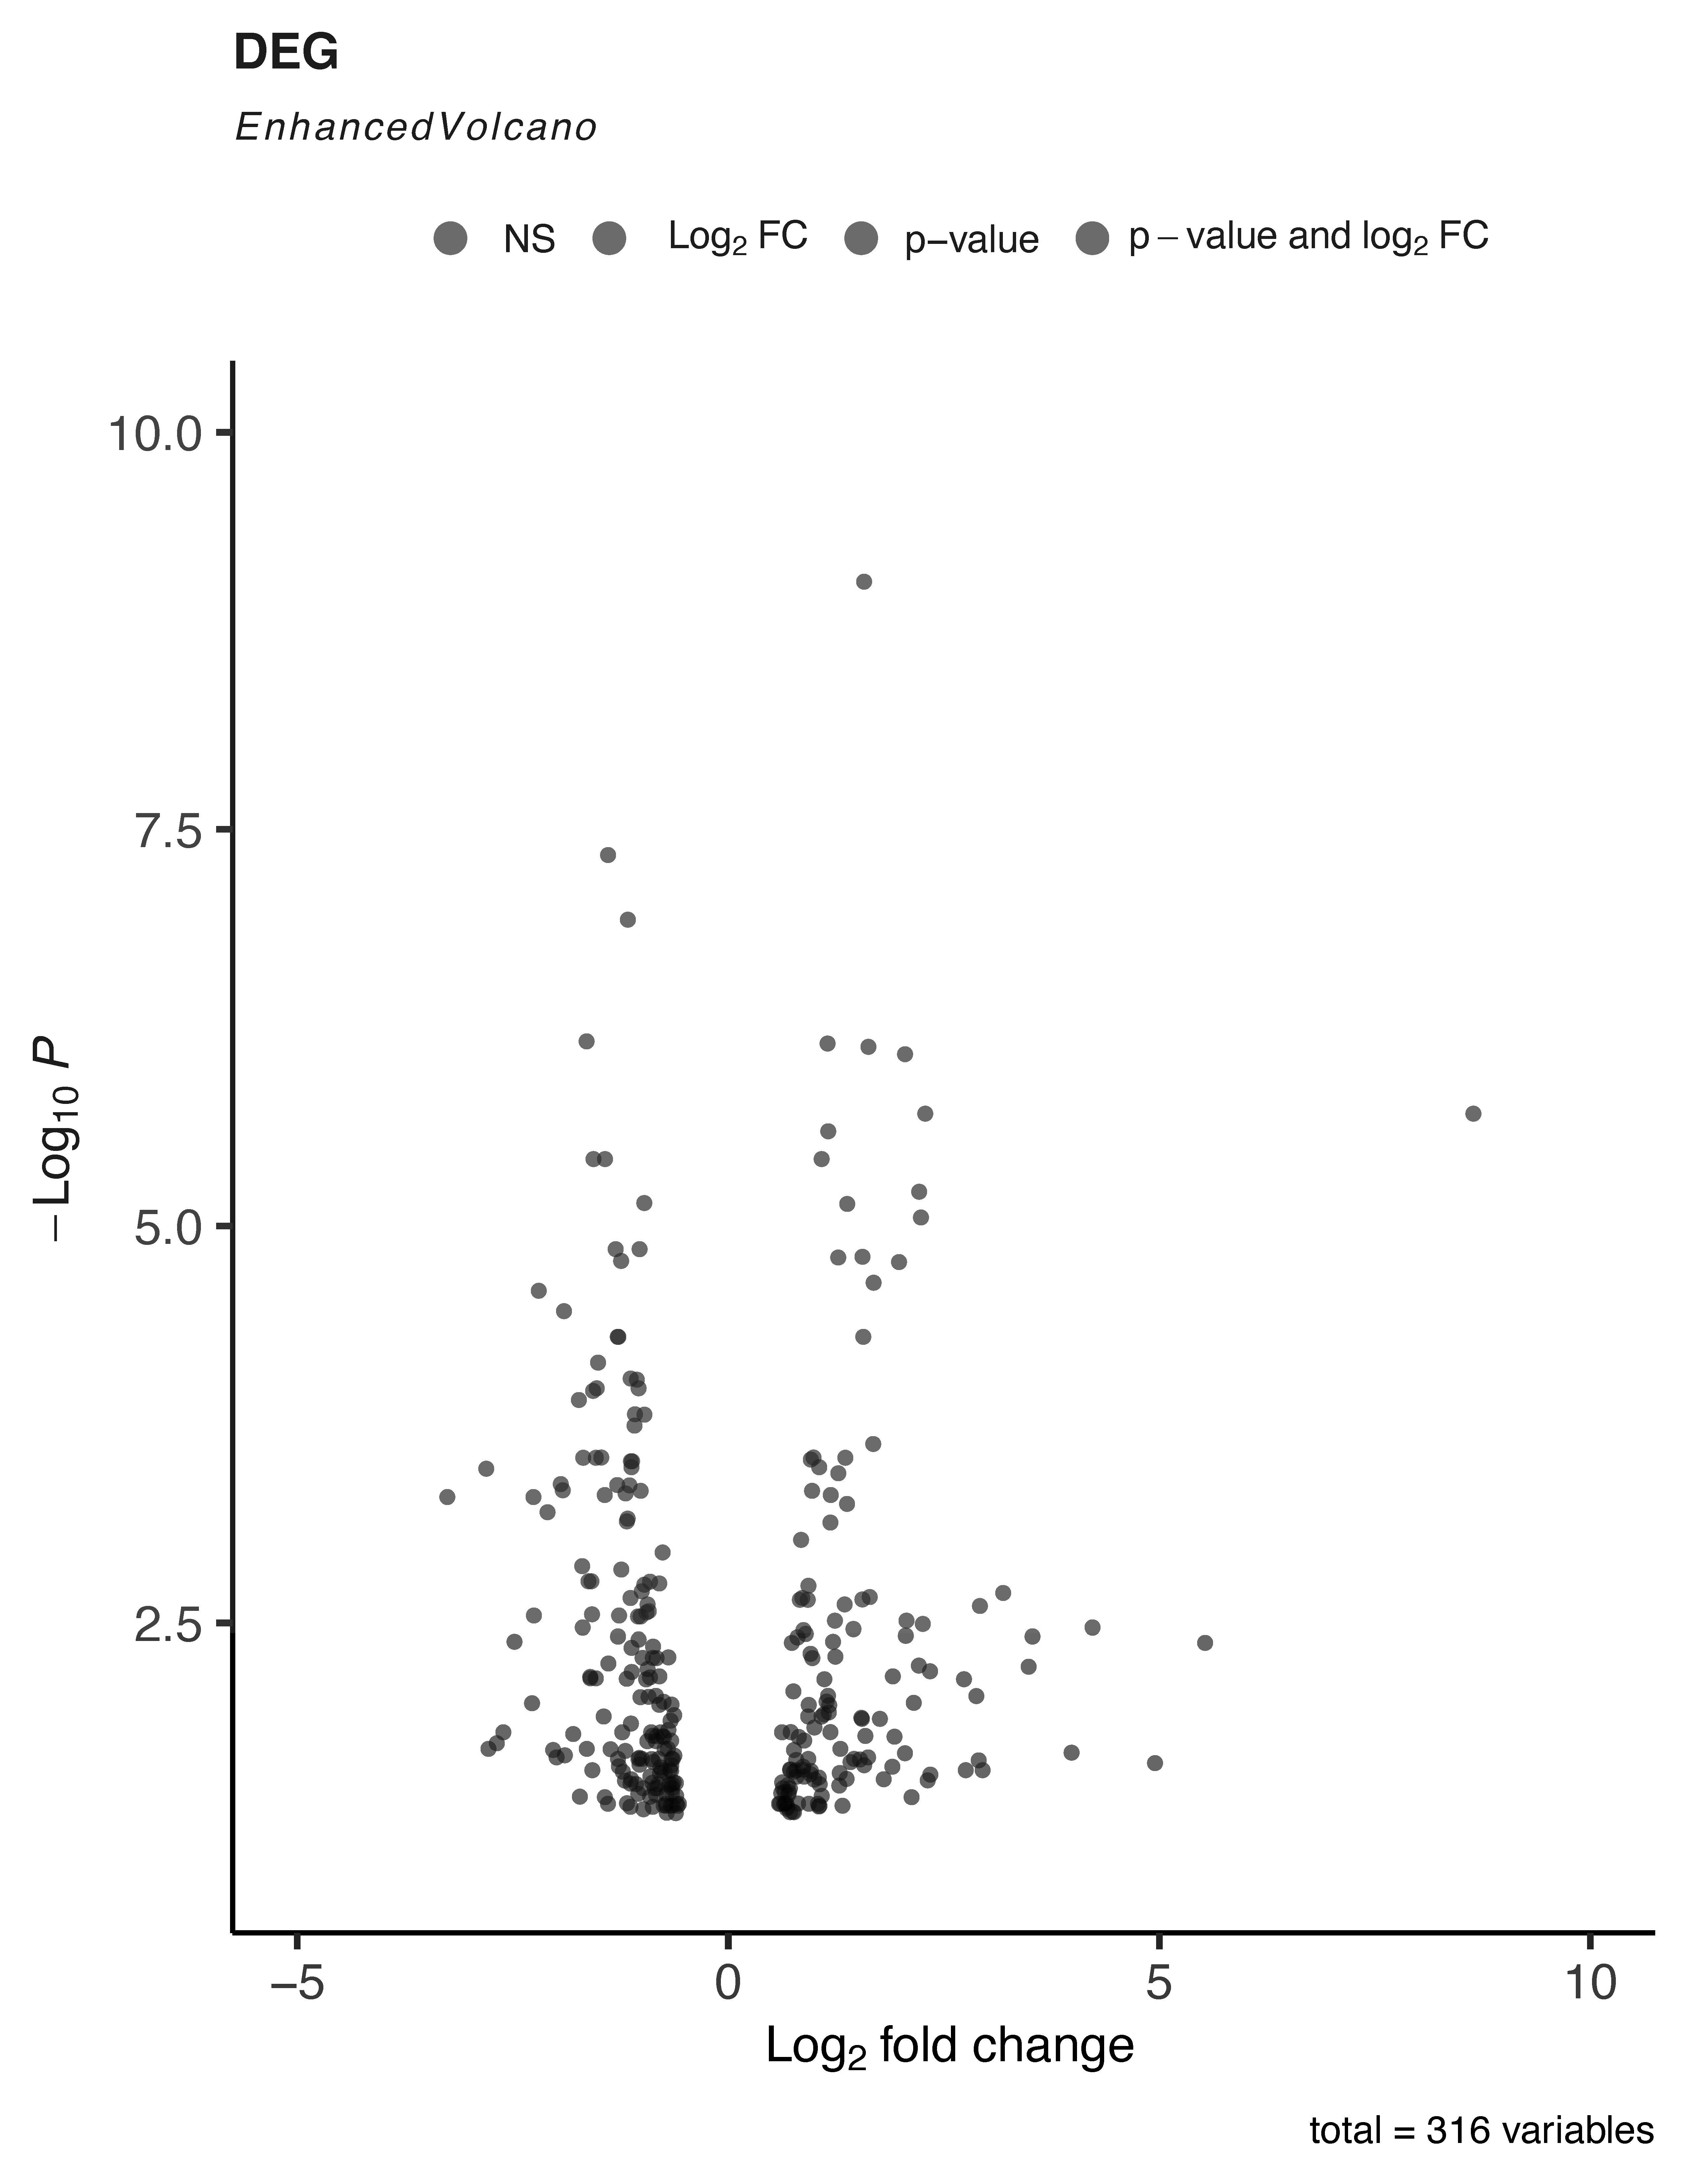

EtOH_INPUT/Control_INPUT (EtOH+ABT-888)_INPUT/Control_INPUT

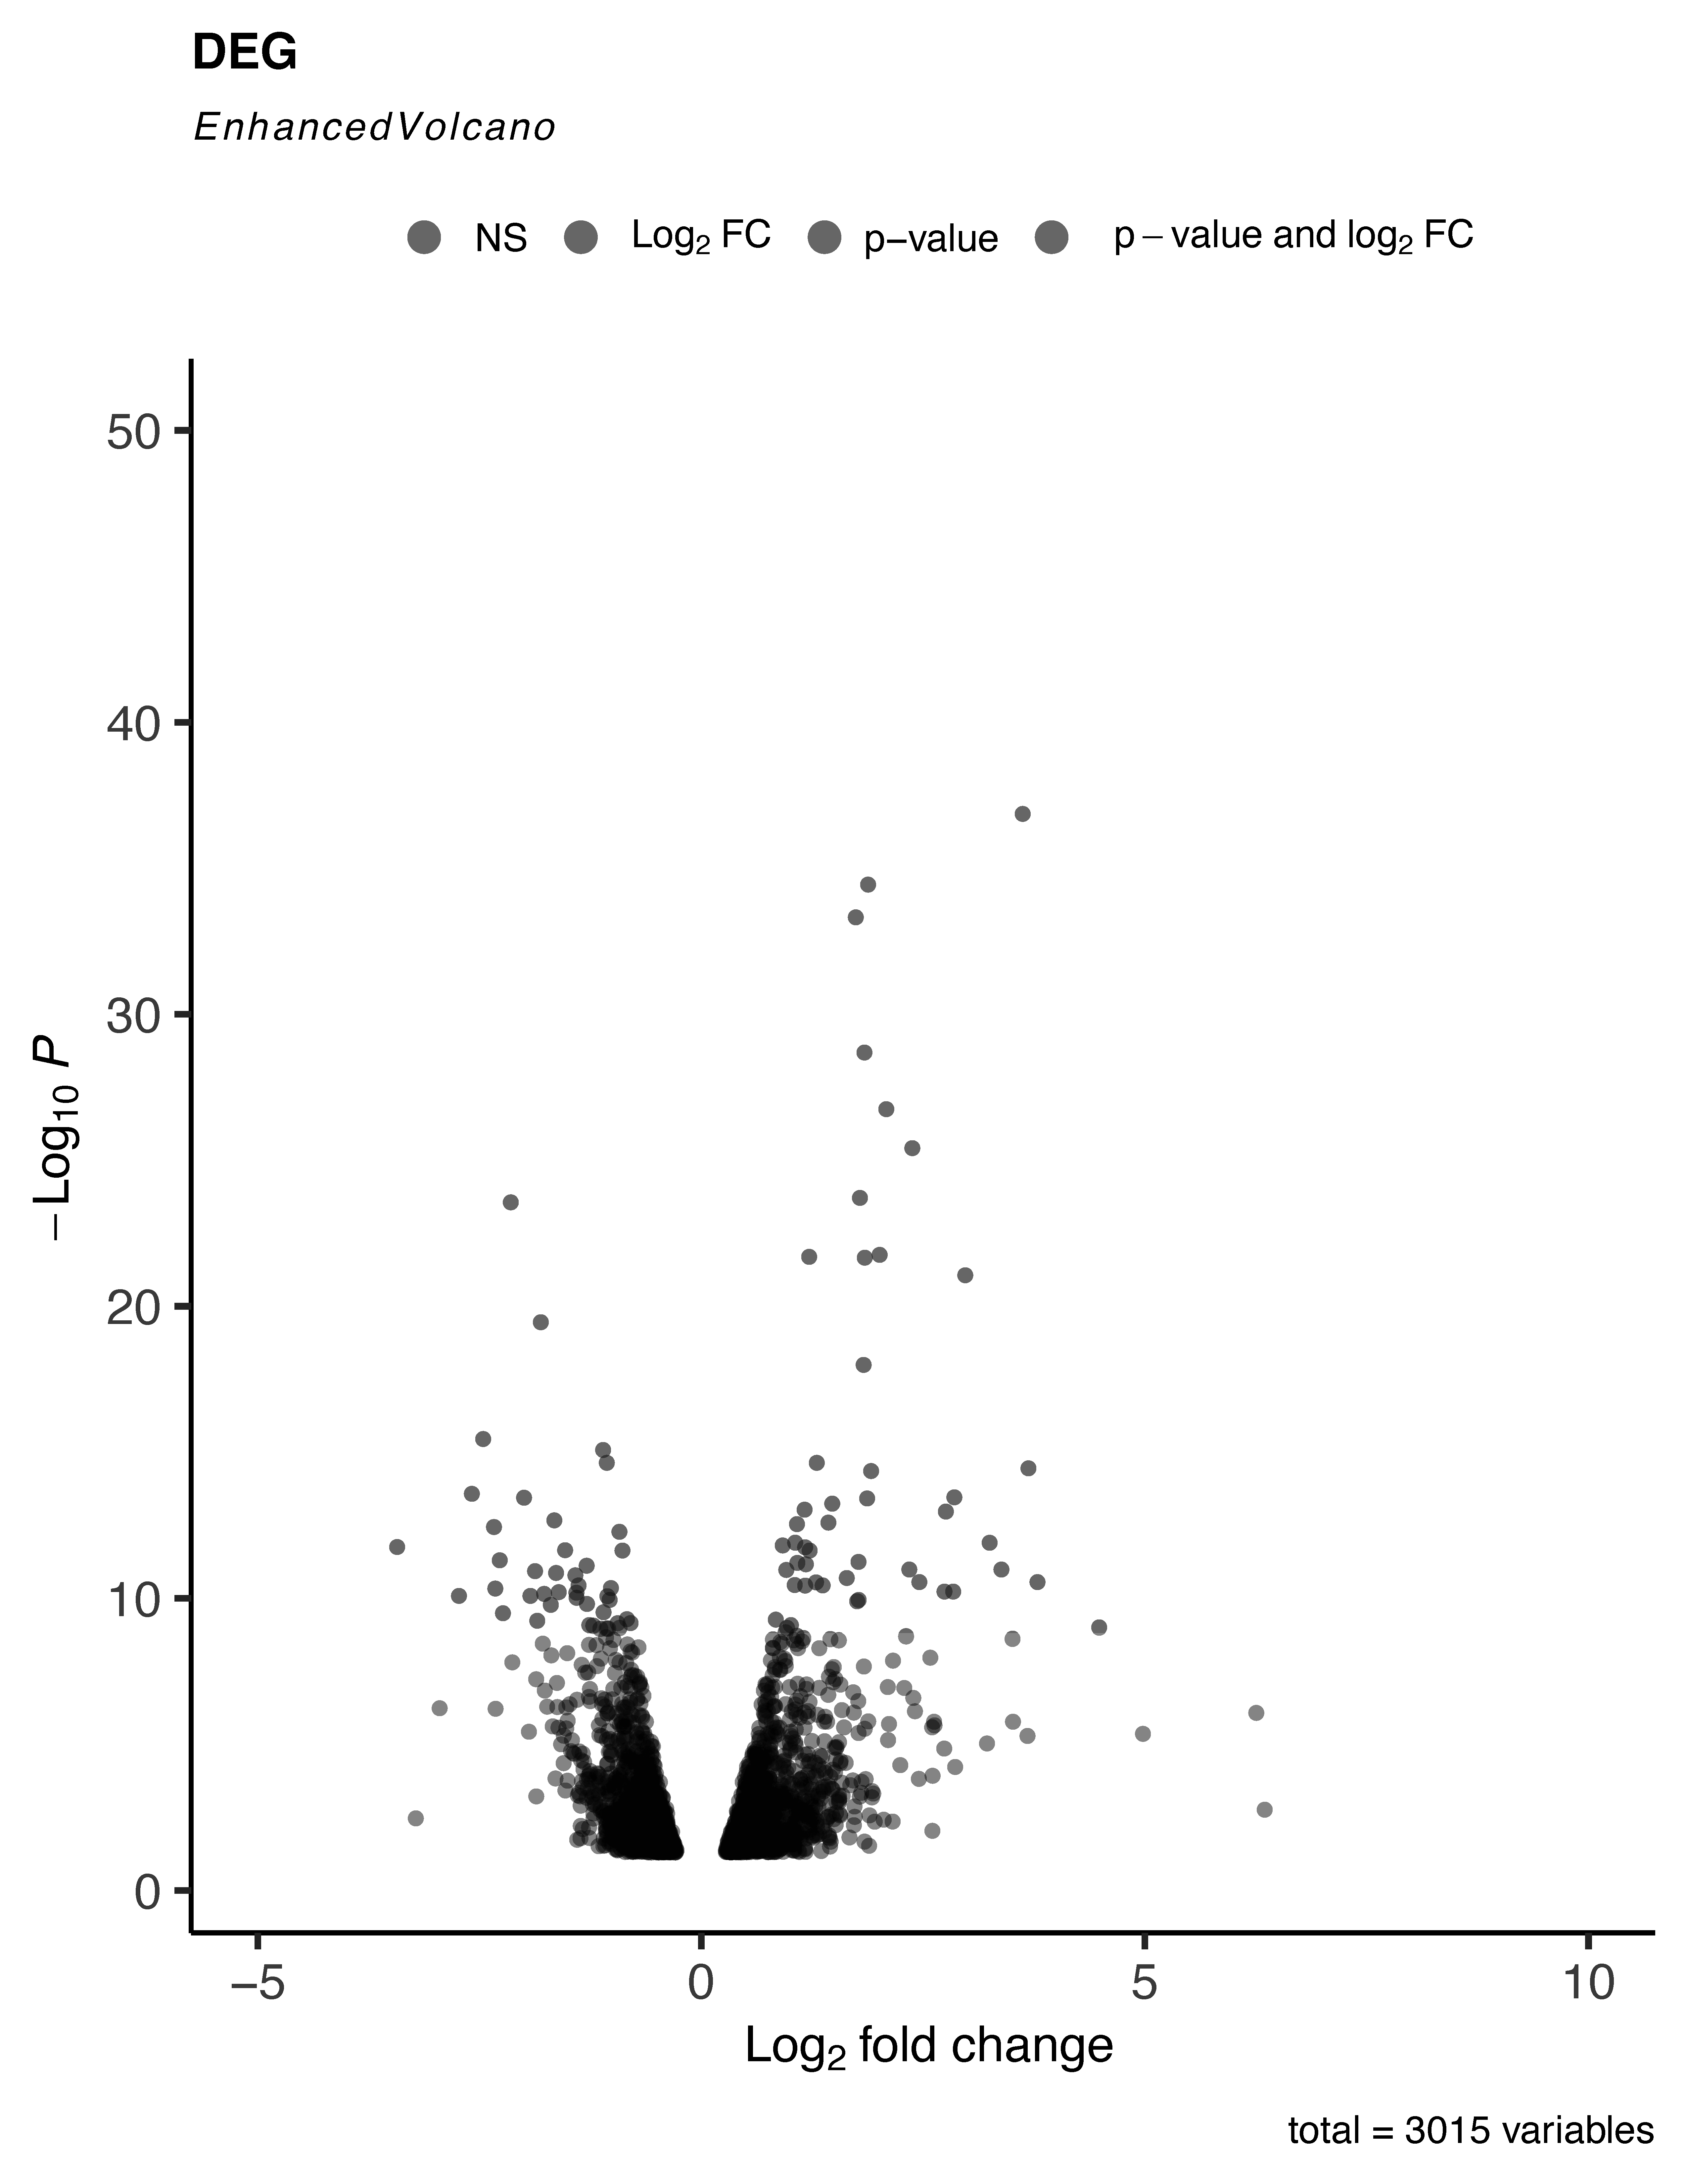

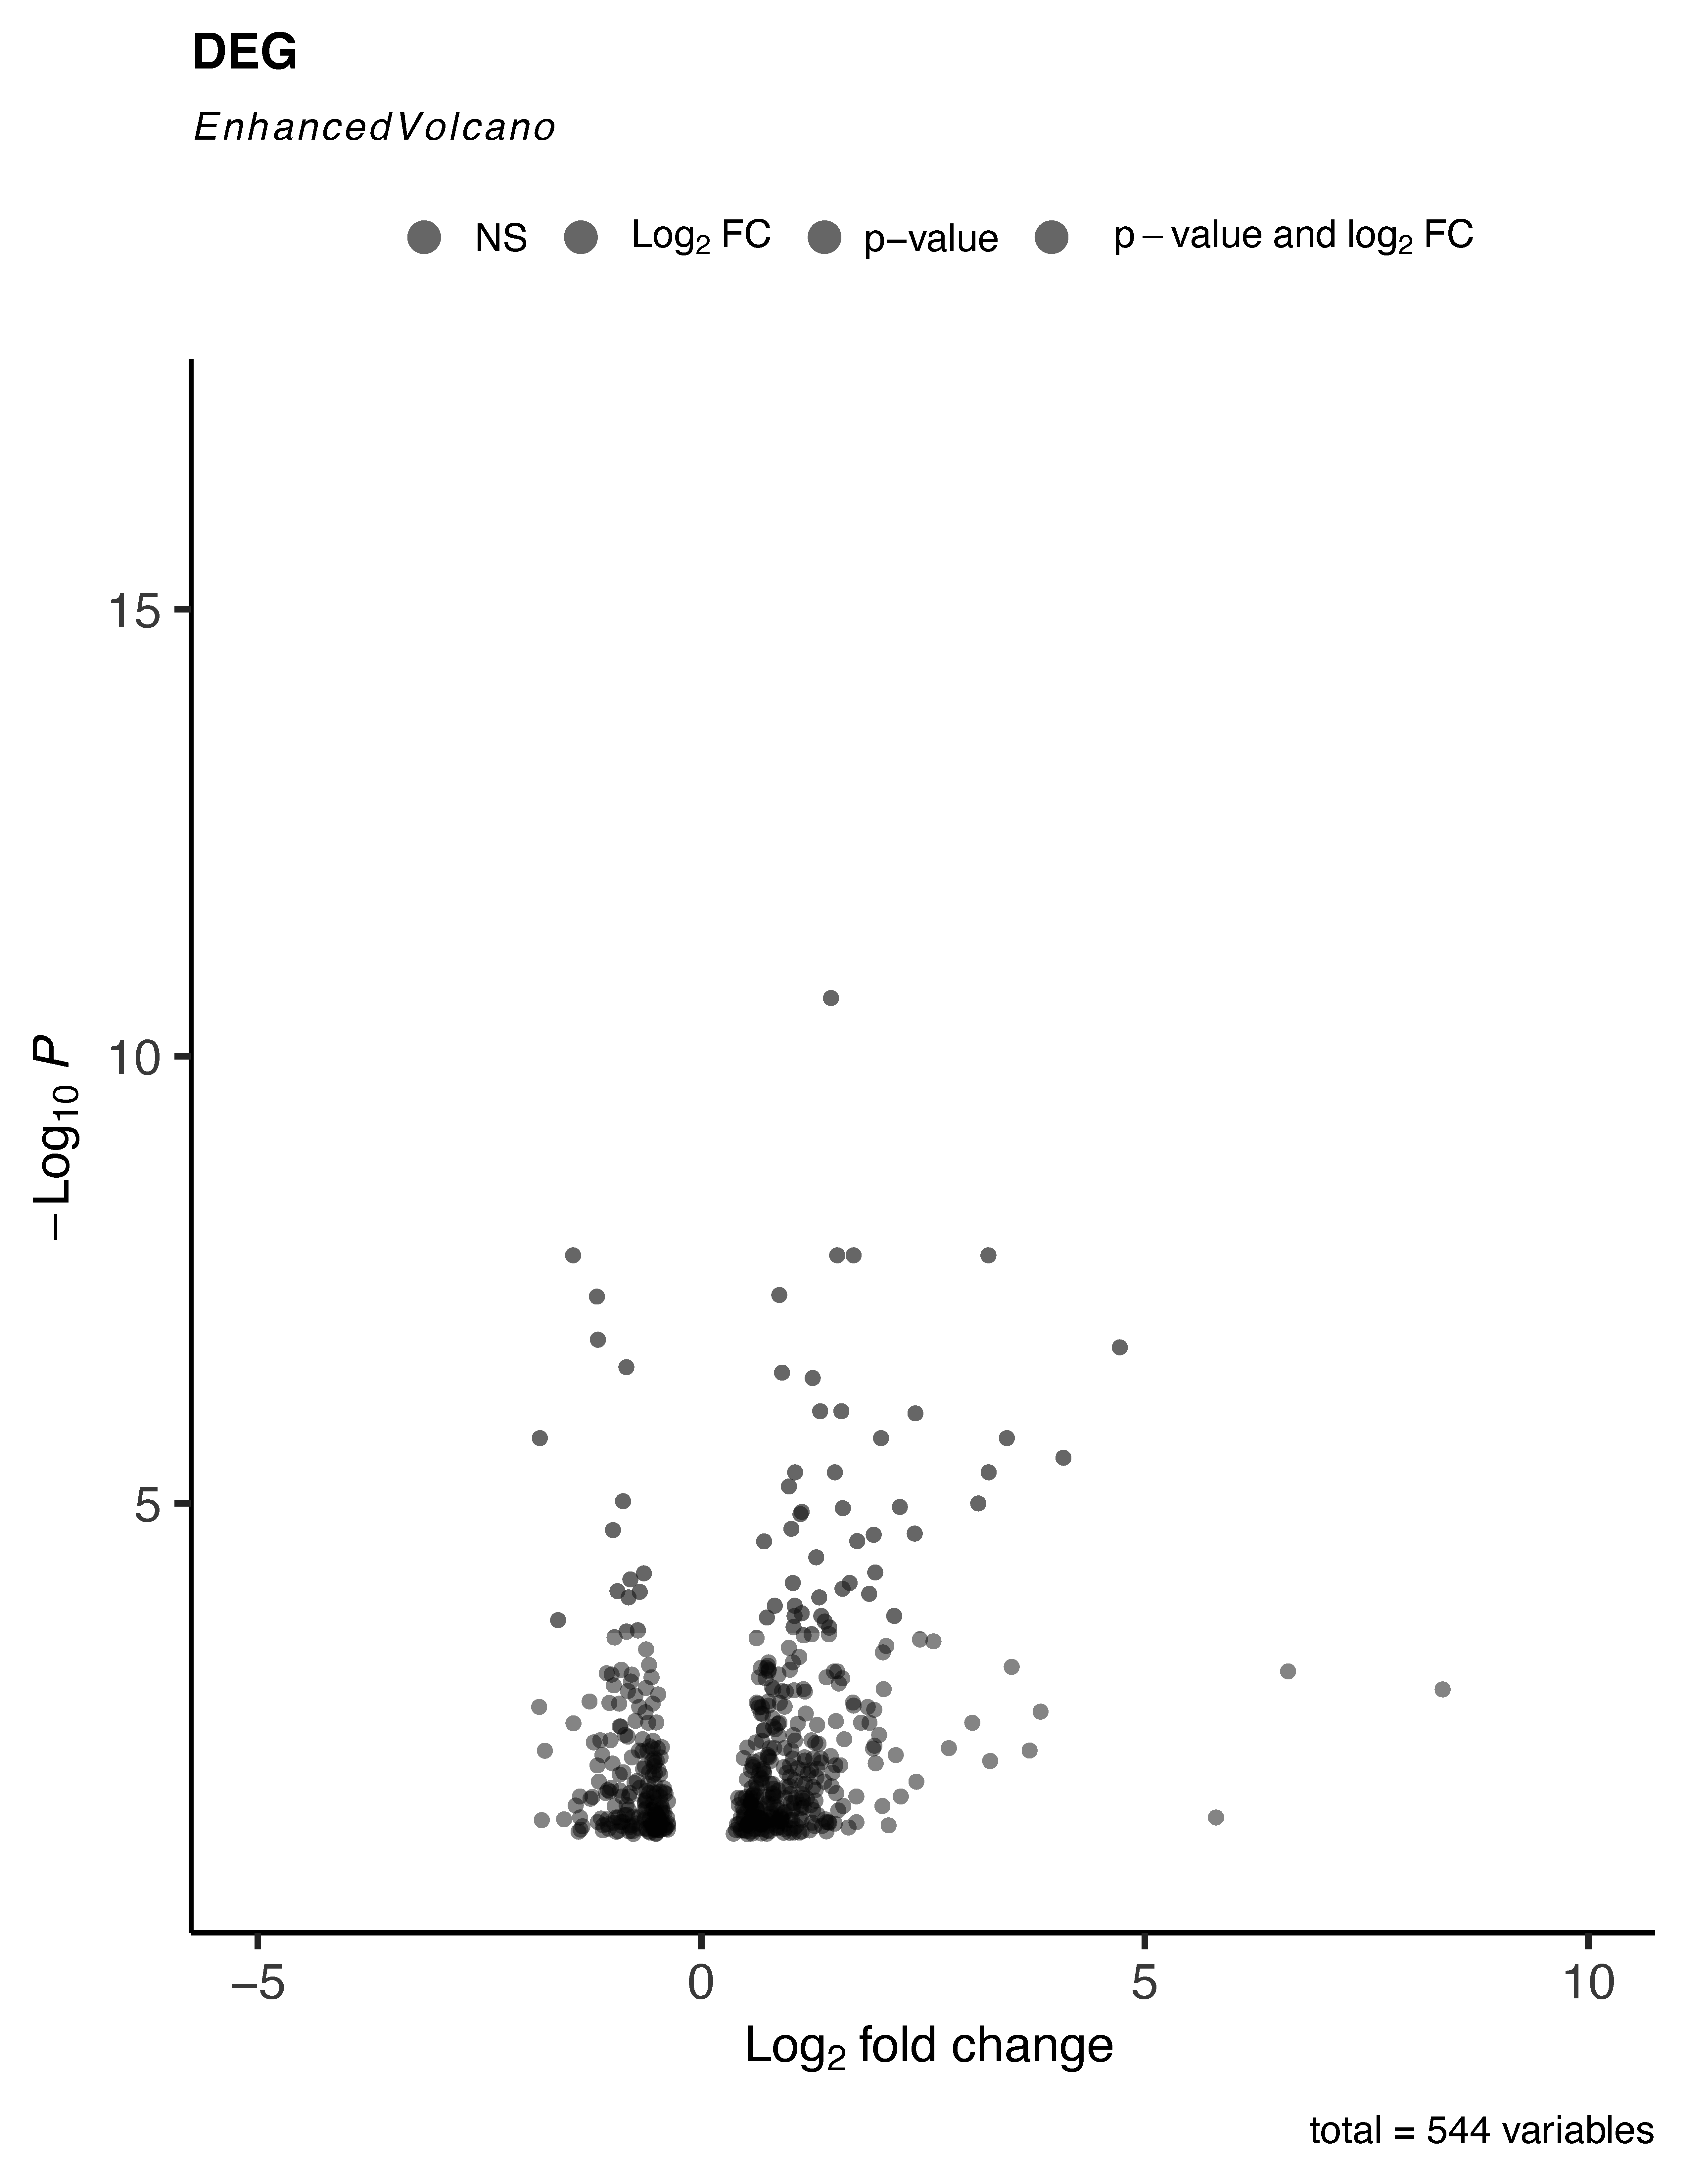

**Supplement Figure 1: Volcano Plots representing differentially expressed transcripts based on seven comparisons from Table 1.**

The log2 fold changes (x) are compared to -log10 (FDR) values (y).

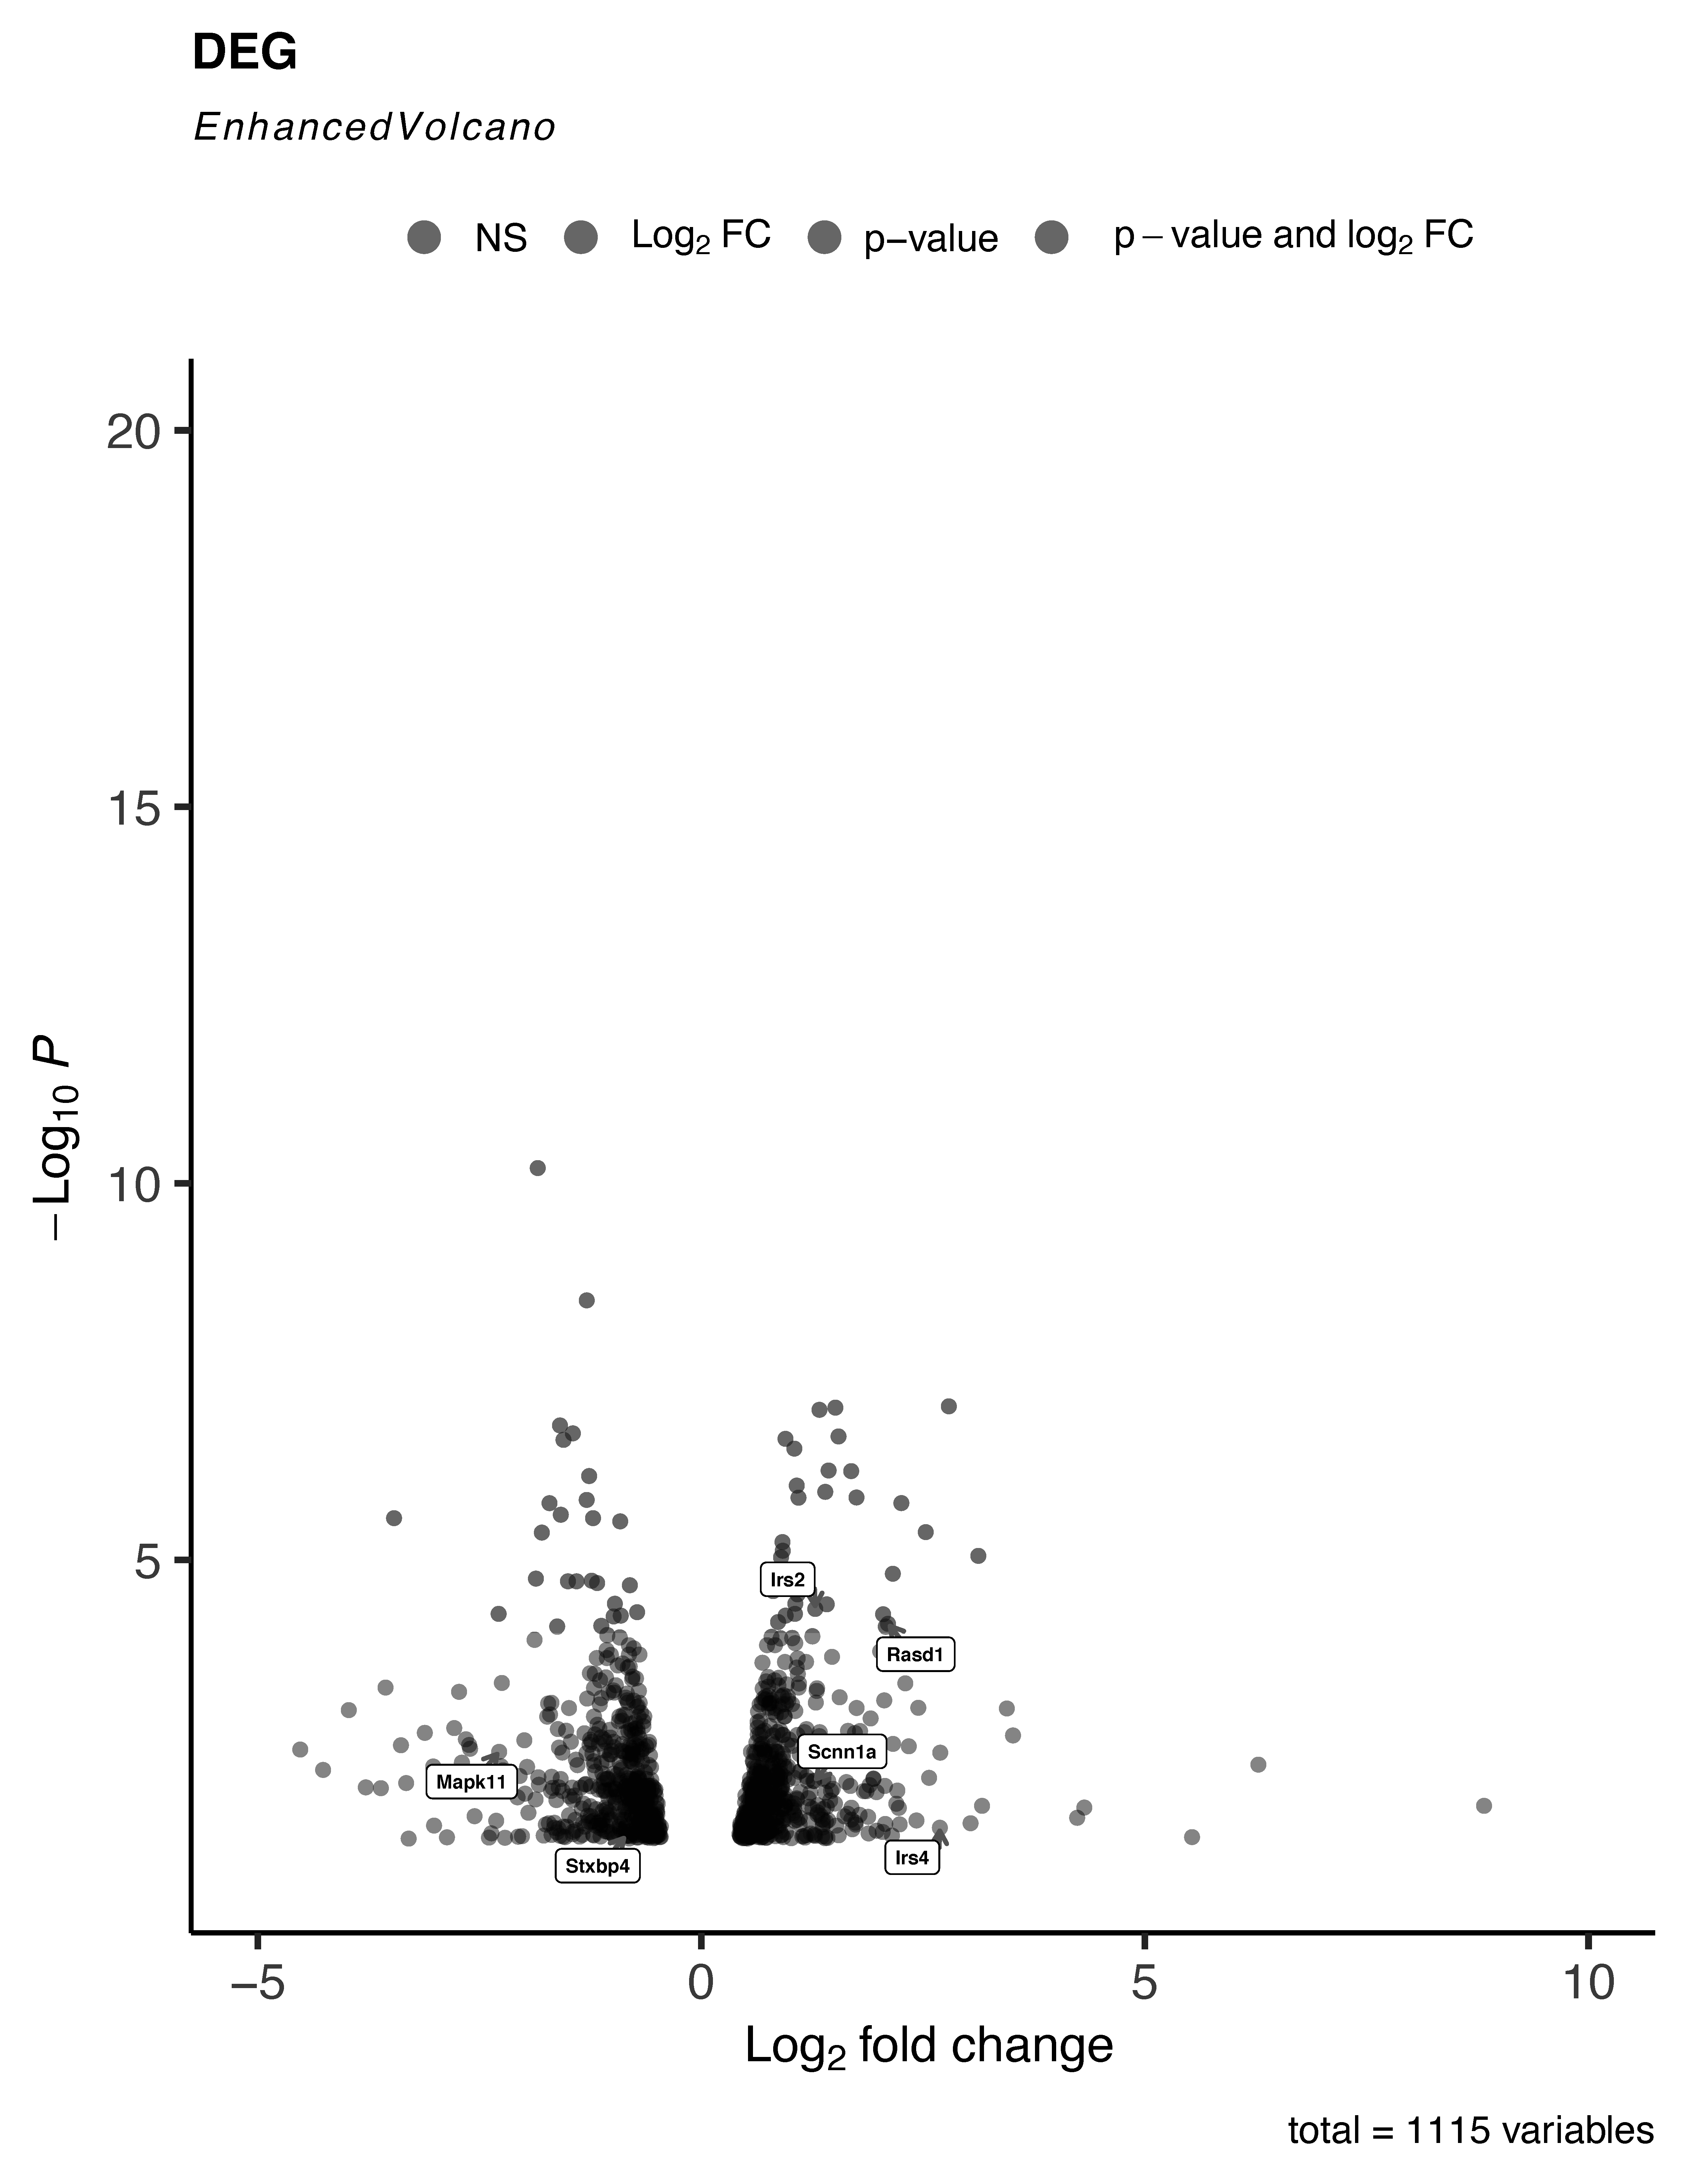

**Supplement Figure 2: Reversal by ABT-888**

The volcano plot shows the 1115 transcripts reversed by ABT-888 administration alongwith the gene names that are part of Insulin Receptor Signaling, whose expression was validated by qRT-PCR.

All volcano plots generated using package EnhancedVolcano in R:

Blighe K, Rana S, Lewis M (2022). EnhancedVolcano: Publication-ready volcano plots with enhanced colouring and labeling. R package version 1.14.0, https://github.com/kevinblighe/EnhancedVolcano.

**Supplement Figure 3: Reversal by ABT-888**

The network images generated using IPA® from the list of genes that are reversed by ABT-888, show two networks that include *Irs4* and *Irs2* and their interacting molecules.

**Supplement Figure 4: Control (Saline), Ethanol and ABT-888 animal treatment protocol**

Male transgenic mice 8-12 weeks old were randomly assigned to three treatment groups: control, ethanol (EtOH), and ethanol + ABT-888 (EtOH+ABT-888). The animals were administered i.p. twice a day with normal saline (CTL) or ethanol (EtOH) for four consecutive days (2h between the first and second injection of the day). ABT-888 (25 mg/kg) was co-administered with ethanol on the fourth day in a sub-group of mice that received ethanol in the previous three days (EtOH+ABT). Two hours after the second injection on day 4, mice were sacrificed via rapid CO2 asphyxiation and decapitation and brains collected.

| Ccr5_F | ggaggtgagacatccgtTc |
| --- | --- |
| Ccr5_R | gagctgagccgcaatttgtt |
| Irs2_F | tgaaggaagccacagtcgtg |
| Irs2_R | tcggaaacatgccaagcatc |
| Irs4_F | ggactttgccagacgagact |
| Irs4_R | tgtgtttggttttggtggcag |
| Mapk11_F | ttctaccggcaagagctgaa |
| Mapk11_R | gggcgagacagcttctttaca |
| Rasd1_F | ggcgaagtctaccagttgga |
| Rasd1_R | ctcttcgaatgagtcgcggt |
| Scnn1a_F | ctaccccgtgagtctcaaca |
| Scnn1a_R | tcaaaaagcgtctgttccgtg |
| Stxbp4_F | acaggaatgaaggaccgctg |
| Stxbp4_R | tctcctggcttcaaacgtcc |

**Supplement Table 1:** **Primers used for mRNA qRT-PCR validations**

**A**

| **Ingenuity Canonical Pathways** | **-log(p-value)** | **Molecules** |
| --- | --- | --- |
| Phagosome Formation | 4.4 | ADGRL4,AGTR1,CCR5,DRD5,FCGR2A,GPR34,GRPR,ITGA1,  ITGA8,LCAT,LPAR1,LPAR6,NMBR,P2RY12,PLD5,SPHK1 |
| Breast Cancer Regulation by Stathmin1 | 2.42 | ADGRL4,AGTR1,CAMK2D,CCR5,DRD5,GPR34,  GRPR,LPAR1,LPAR6,NMBR,P2RY12 |
| CREB Signaling in Neurons | 2.35 | ADGRL4,AGTR1,CAMK2D,CCR5,DRD5,GPR34,  GRPR,LPAR1,LPAR6,NMBR,P2RY12 |
| G-Protein Coupled Receptor Signaling | 2.31 | ADGRL4,AGTR1,CAMK2D,CCR5,DRD5,GPR34,  GRPR,LPAR1,LPAR6,MRTFA,NMBR,P2RY12 |
| Chondroitin Sulfate Biosynthesis | 2.08 | HS3ST3B1,NDST3,XYLT2 |
| Dermatan Sulfate Biosynthesis | 2.04 | HS3ST3B1,NDST3,XYLT2 |
| Apelin Cardiac Fibroblast Signaling Pathway | 1.93 | AGTR1,SPHK1 |
| LXR/RXR Activation | 1.92 | AGT,LCAT,NR1H3,TTR |
| RHOA Signaling | 1.91 | ARHGAP12,LPAR1,LPAR6,RHPN2 |
| Xenobiotic Metabolism PXR Signaling Pathway | 1.89 | CAMK2D,DNAJC7,HS3ST3B1,NDST3,UGT8 |

**B**

| **Ingenuity Canonical Pathways** | **-log(p-value)** | **Molecules** |
| --- | --- | --- |
| Neuropathic Pain Signaling In Dorsal Horn Neurons | 5 | CAMK2D,GRM2,KCNN1,PIK3CD,PLCD3,PLCE1,  PRKCH,TAC1 |
| PI3K Signaling in B Lymphocytes | 3.87 | CAMK2D,IGHM,IL4R,Irs4,JUN,PIK3CD,PLCD3,PLCE1 |
| Uracil Degradation II (Reductive) | 3.5 | DPYD,UPB1 |
| Thymine Degradation | 3.5 | DPYD,UPB1 |
| p70S6K Signaling | 3.29 | AGT,IGHM,IL4R,PIK3CD,PLCD3,PLCE1,PRKCH |
| CREB Signaling in Neurons | 3.23 | ADRA1B,CAMK2D,CHRM3,FLT1,GPR101,GPR149,  GRM2,HTR2C,NPY2R,P2RY13,PIK3CD,PLCD3,PLCE1,  PRKCH,S1PR1,Trhr2 |
| Axonal Guidance Signaling | 3.06 | ADAM32,ADAMTS10,ADAMTS9,ECEL1,EPHB2,EPHB6,  MET,NRP2,PIK3CD,PLCD3,PLCE1,PRKCH,SEMA7A,WNT4 |
| G-Protein Coupled Receptor Signaling | 2.99 | ADRA1B,CAMK2D,CHRM3,ENPP1,GPR101,GPR149,  GRM2,HTR2C,JUN,KCNN1,NPY2R,P2RY13,PIK3CD,  PLCE1,S1PR1,SIX3,Trhr2 |
| Synaptogenesis Signaling Pathway | 2.78 | CAMK2D,CDH1,CDH24,CDH5,EPHB2,EPHB6,GRM2,  PIK3CD,STX1A,TIAM1 |
| Acute Phase Response Signaling | 2.5 | AGT,ITIH3,JUN,PIK3CD,RBP4,Saa3,TTR |

**Supplement Table 2:** **Comparison of EtOH and EtOH+ABT-888**

Using an unadjusted p-value (<0.05) we compared EtOH and EtOH+ABT-888. Shown are the top 10 canonical pathways emerging from the TRAP sample comparisons **(A)** and Input Sample comparisons **(B)**.

**Supplement File 1:** Excel file showing differential expression statistics for all comparisons used in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

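RNA of the PFC was measured in 11 male mice of 8 to 12 weeks, in Control (n = 3), EtOH (n = 4) and EtOH + ABT-888 (n = 4), each as a TRAP and a total-RNA library. Mice were treated for 4 days with 2 injections per day. The authors aligned the paired-end reads to mm10 with the splice-aware aligner STAR and, with an ENSEMBL annotation that includes non-coding genes, deposited raw counts from featureCounts, in whole reads and without normalization. The table holds 39056 genes in 22 libraries, and every column of it was used. Versions of the aligner and the annotation, the treatment of reads that map to several places and the strand setting are not named in the paper's text. Libraries that carry the same number come from the same mouse, which gives the pairs of TRAP and total-RNA libraries.

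Gene names, positions, lengths and overlaps came from GENCODE release 21 for mm10, in which 38872 of the 39056 genes were found and 184 were not. The filter kept 14072 genes and removed 24984. Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Every comparison used TMM factors, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the libraries of the groups compared, except that the interaction was fitted over all 22 libraries. Normalized CPM are given as mean ± SD, and log2 CPM used a prior count of 1. Depth per library lies between 6570957 and 32421392 counted reads, with a median of 22067576. The Wilson intervals on shares of transcripts treat transcripts as independent, which they are not, and leave out the variation between mice.

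The comparisons were TRAP with total-RNA within each treatment, EtOH and EtOH + ABT-888 with Control in each sample type, EtOH + ABT-888 with EtOH in each sample type, and the interaction of EtOH with sample type. The tests were tested on simulated data with the library sizes of these groups and, except for the interaction, which used one dispersion for all genes, with each gene's dispersion. That single dispersion was lower than the median dispersion in the TRAP fits of EtOH (0.0502) and EtOH + ABT-888 (0.0618) with Control. The recovery given for the interaction may therefore be too high. With 200 of the 14072 genes, chosen among those with higher counts, changed by a log2 fold change of 1.5, the quasi-likelihood test recovered 95% (15 false calls) in TRAP against total-RNA of Control, 83.5% (14) for EtOH and 77.5% (8) for EtOH + ABT-888 against Control in TRAP, 99% (13) and 97% (13) for the same comparisons in total-RNA, 72% (5) for EtOH + ABT-888 against EtOH in TRAP, and 95% (8) for the interaction. With no gene changed, it made 0 calls in each comparison simulated without a change, while exactTest made between 0 and 8 and DESeq2 between 1 and 9. Smaller changes were not simulated, and the simulated counts hold no variation shared by genes within a mouse.

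The alternatives tried were exactTest, the pairwise test the paper states, DESeq2, RLE factors, no filter on low counts, the filterByExpr function, a single fit over all 22 libraries, an adjusted p-value under 0.01, the mouse as a block where both libraries of a mouse are compared, the mean level of 32 glial and vascular marker genes as a covariate in the TRAP comparisons, the likelihood ratio test for the interaction, and leaving out each library in turn. The genes named are those the paper names, in its results, Table 3 and its list for Insulin Receptor Signaling, with Camk2a and S100b, and the 3 protein-coding transcripts with the smallest p-value in each direction whose groups do not overlap, in each comparison of a treatment with Control. Lists of marker genes were compared with 10000 random lists of transcripts of similar level. The percentiles among random lists treat the transcripts of a list as independent and leave out the variation between mice.

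The qRT-PCR measurements are not analysed here, and the pathway analysis, which needs a commercial knowledge base, was not repeated. Some results for single genes are not reported here.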

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

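The tests on striatal markers, and the splits of the interaction with the mouse as a block, were chosen only after the result was seen, and the other tests here before. In 32 groups of 4 libraries, for library totals, the scores of the mice along the change with EtOH and the levels of genes of Table 3, a library far from the others was looked for with Dixon's criterion, and 1 was found, where chance gives about 1.6. The log2 CPM of Pla2g3 in EtOH + ABT-888_TRAP replicate 3 was -4.47, from 0 counts against between 11 and 36 in the other libraries of its group. No technical or biological explanation was tested for this library.

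The effect of EtOH differed between TRAP and total-RNA, by the interaction test in edgeR with Benjamini-Hochberg adjustment, for 3 transcripts that were named after their values were seen, or that the paper names. The difference on the log2 scale was -2.60 for Fbln5, 2.535 for Pltp and 2.055 for Crym, with adjusted p-values of 0.00392, 0.0130 and 0.0276 from edgeR. Of the 35 splits of the Control and EtOH mice into groups of these sizes, 2 gave as many transcripts, the real one and the one that puts EtOH mouse 9 with the Control mice, with 3. That split moves a single EtOH mouse. The fit leaves out the pairing of the libraries by mouse. With the mouse as a block, 14 transcripts passed, and 1 of 35 splits, the real one, gave as many, the next highest having 2. Carry-over of RNA from glial and vascular cells was tested for the EtOH effect in TRAP as a whole. The median log2 fold change of the 32 markers was 0.04, at percentile 58.9 of random lists. This median joins cell types that moved apart, with -0.71 (percentile 0.2) for microglial, 0.28 (percentile 86.7) for endothelial and 0.19 (percentile 87.7) for oligodendrocyte markers, so it does not exclude a change in RNA of one cell type. Pltp overlaps Ctsa on the opposite strand, and Ctsa had a log2 fold change of 0.46 in TRAP (adjusted p-value 0.114 from edgeR) and 0.20 in total-RNA, while Pltp changed by 1.65 and -0.89. A biological difference between the pools remains open for these transcripts.

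Genes of striatal projection neurons, which the paper does not discuss, were higher in TRAP than in total-RNA. The list of 6 genes whose values had not been seen (Pdyn, Gpr6, Adcy5, Isl1, Syndig1l and Ido1) had a median log2 fold change of 2.827 in Control, 2.567 with EtOH and 2.865 with EtOH + ABT-888, and all 6 passed an adjusted p-value of 0.05 in each. A model of GC content and gene length explained 2.8% of the variance of the log2 fold changes, and the median of its residuals in Control was 2.871, so that this model does not account for the pattern. Without the 10 transcripts with the most counts the median was 2.814, but this step rescales all transcripts alike and cannot rule out an effect of those transcripts. An exchange of TRAP and total-RNA libraries would raise glial and vascular markers in TRAP, and these had a median of -3.113. The median lay at percentile 100 of random lists, which is consistent with tagged ribosomes in striatal projection neurons within the tissue. This remains a hypothesis, since it was found and tested on the same data, and no dissection record was used here. The 8 markers of excitatory neurons had medians of -1.10, -1.69 and -2.01 in the same comparisons, each at percentile 0 of random lists.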

How the results depend on the processing

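All settings were chosen before the data were examined, except leaving out each library for the interaction, which was chosen after seeing the data. Codes are those of Table 1. Counts for A1 and A2 stayed within 1.5 times their value under every setting run, as did A3 except with an adjusted p-value under 0.01 (3815). RLE factors left every count within 1.5 times its value and all 100 results for named genes unchanged in direction and call. Under the settings with all libraries, EtOH + ABT-888 against EtOH in TRAP gave 0 transcripts each time, with between 121 and 778 at an unadjusted p-value under 0.05.

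With an adjusted p-value under 0.01, B1 gave 87 transcripts, B2 0 (1696 at an unadjusted p-value under 0.05), C1 802, C2 0 (2243 unadjusted) and the interaction 1 (Fbln5), the overlap of B1 and C1 was 42, the overlaps of B1 with B2 and of C1 with C2 were 0, and the shares of EtOH transcripts not called with EtOH + ABT-888 were 100% in TRAP and 100% in total-RNA, as the second count of 0 dictates. With exactTest, B1 gave 1372, B2 318, C2 544, EtOH + ABT-888 against EtOH in total-RNA 2 (Baiap3 and Htr2c, named after their values were seen), the overlaps 251 (B1 and B2), 501 (C1 and C2) and 786 (B1 and C1), and the shares 81.7% and 83.3%. With DESeq2, the values in that order were 1487, 407, 622, 2, 320, 563, 833, 78.5% and 81.9%. Without the filter on low counts, B1 gave 1472, B2 454, C2 544, the overlaps 406, 523 and 927, and the shares 72.4% and 84.8%. With filterByExpr, C2 gave 70, the overlap of C1 and C2 68 and the total-RNA share 97.4%. With one fit over all 22 libraries, B1 gave 1191, B2 403, C1 151, the overlap of B1 and B2 327, that of B1 and C1 82, and the shares 72.5% and 79.5%. With the glial and vascular score as covariate, B2 gave 149, the overlap of B1 and B2 85 and the TRAP share 84.4%. The interaction gave 14 with the mouse as a block and 16 with the likelihood ratio test. For each of these changes the cause was not tested.

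Over the fits that each left out one library, counts lay between 7392 and 8383 (A1), 6140 and 7085 (A2), 4544 and 5939 (A3), 84 and 1550 (B1), 0 and 373 (B2), 878 and 3616 (C1), 0 and 870 (C2), and 1 and 5 (interaction). B2 gave 0 in 5 of 7 fits (between 1015 and 1664 at an unadjusted p-value under 0.05) and C2 in 5 of 7 (between 1368 and 1953). EtOH + ABT-888 against EtOH gave 0 in all 8 fits in TRAP (between 100 and 914 unadjusted) and all 8 in total-RNA (between 171 and 1274). The shares lay between 66.6% and 100% in TRAP and between 69.4% and 100% in total-RNA, and the overlaps between 0 and 246 (B1 and B2), 0 and 760 (C1 and C2) and 68 and 797 (B1 and C1). The cause was not tested. Where B2 or C2 gave 0, a share of 100% follows from that count and shows no stability.

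Of 97 results for named genes, exactTest left 86 unchanged in direction and call and gave 11 a call they lacked. DESeq2 gave 9 a call, no filter gave 13 a call, and one fit over all 22 libraries gave 4 a call and took it from 6. The covariate took the call from 6 of 76 and gave it to 1. Of 735 results without one library, 586 kept direction and call, 135 lost a call, 12 gained one and 2 reversed. The log2 fold change of Irs4 in B2 reversed without EtOH + ABT-888_TRAP replicate 10 and lay between -0.359 and 1.86, and that of Mapk11 between the treatments in TRAP reversed without EtOH + ABT-888_TRAP replicate 3 and lay between -0.034 and 1.66. Neither was past the threshold in either direction, and the cause was not tested. Irs4 had few counts, at most 17 in an EtOH_TRAP library.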

Differences from the paper's values

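All alternatives compared here were set before the data were examined. The paper's number of transcripts for EtOH_TRAP against Control_TRAP is 1365, and 737 were found here. With exactTest (1372), DESeq2 (1487), no filter (1472), one fit over all 22 libraries (1191) or without EtOH_TRAP replicate 9 (1550), the count came within 1.5 times the paper's value, and with RLE factors (739), filterByExpr (712), the glial and vascular covariate (545) or an adjusted p-value under 0.01 (87) it did not. The paper's 718 higher transcripts compare with 390 here, and its 647 lower ones with 347. The settings that close these gaps are exactTest (723 and 649), DESeq2 (807 and 680), no filter (743 and 729), one fit over all 22 libraries (583 and 608) and leaving out EtOH_TRAP replicate 9 (731 and 819). RLE factors (389 and 350), filterByExpr (363 and 349), the covariate (284 and 261) and the threshold of 0.01 (57 and 30) do not.

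For EtOH + ABT-888_TRAP against Control_TRAP, the paper's value is 316 and 67 were found here. The count was 318 with exactTest, 407 with DESeq2, 454 with no filter, 403 with one fit and 373 without EtOH + ABT-888_TRAP replicate 3, all within 1.5 times, and 67 with RLE factors, 66 with filterByExpr, 149 with the covariate and 0 at 0.01 (1696 at an unadjusted p-value under 0.05). The paper's 142 higher transcripts compare with 26 here, and exactTest (143), DESeq2 (211) and leaving out replicate 3 (173) close the gap, while no filter (216), one fit (217), RLE factors (26), filterByExpr (26) and the covariate (59) do not. The paper's 174 lower transcripts compare with 41 here, and exactTest (175), DESeq2 (196), no filter (238), one fit (186) and leaving out replicate 3 (200) close the gap, while RLE factors (41), filterByExpr (40) and the covariate (90) do not.

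For EtOH + ABT-888_total-RNA against Control_total-RNA, the paper's value is 544 and 37 were found here, with 544 for exactTest, 622 for DESeq2 and 544 with no filter, and 41 for RLE factors, 70 for filterByExpr, 32 for one fit and 0 at 0.01 (2243 at an unadjusted p-value under 0.05). The paper's 343 higher transcripts compare with 25 here, which exactTest (343), DESeq2 (394), no filter (357) and leaving out EtOH + ABT-888_total-RNA replicate 3 (440) bring within 1.5 times, and RLE factors (30), filterByExpr (52) and one fit (26) do not. The paper's 201 lower transcripts compare with 12 here, which exactTest (201), DESeq2 (228) and no filter (187) bring within 1.5 times, and RLE factors (11), filterByExpr (18) and one fit (6) do not.

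The paper's overlap of the treatments in TRAP is 250 and 53 were found here. The gap closes with exactTest (251), DESeq2 (320), one fit (327) and without EtOH + ABT-888_TRAP replicate 3 (246), and stays open with no filter (406), RLE factors (53), filterByExpr (52) and the covariate (85). In total-RNA the paper's overlap is 501 and 36 were found here, with 501 for exactTest, 563 for DESeq2 and 523 for no filter, and with 40 for RLE factors, 68 for filterByExpr and 31 for one fit. The paper's overlap of TRAP and total-RNA with EtOH is 785 and 437 were found here. It was 786 with exactTest, 833 with DESeq2, 927 with no filter, 797 without EtOH_TRAP replicate 9 and 544 without EtOH_total-RNA replicate 9, and 438 with RLE factors, 418 with filterByExpr, 82 with one fit and 42 at 0.01. The paper's 66 transcripts altered with EtOH + ABT-888 alone in TRAP compare with 14 here. exactTest (67), DESeq2 (87), no filter (48), one fit (76), the covariate (64) and leaving out EtOH + ABT-888_TRAP replicate 10 (65) close that gap, and RLE factors (14) and filterByExpr (14) do not. In total-RNA the paper's 43 compare with 1 here, Bdnf, named after its values were seen. exactTest (43) and DESeq2 (59) close it, and RLE factors (1), no filter (21), filterByExpr (2) and one fit (1) do not.

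The paper's methods name exactTest for pairwise tests. For every count compared above, no other setting named came closer to the paper's value than exactTest did. Changing the test alone, with the filter and TMM factors kept, therefore closed these gaps. The paper names Ptpn6 with Fbln5 and Pltp (Pltp6 in its text) as changed in opposite directions in TRAP and total-RNA. Ptpn6 passed an adjusted p-value of 0.05 in neither pool here (0.0909 and 0.0810 from edgeR's quasi-likelihood test), and in both with exactTest. Irs4, Ptpn6, Pla2g3 and Stxbp4 of Table 3 and 8 genes of the list for Insulin Receptor Signaling (Irs4, Grb10, Rapgef1, Ocrl, Map2k1, Prkag2, Stxbp4 and Stx4a) did not pass in EtOH_TRAP against Control_TRAP here, and all did with exactTest. The paper reports more Camk2a in TRAP samples than in total-RNA, from preliminary TRAP experiments. The sequenced libraries gave log2 fold changes of -0.17, 0.08 and -0.11.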

Other observations

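The tests on glucocorticoid-responsive transcripts and on the scores of single mice were chosen only after the result was seen, and the others before. Other splits of the same mice were counted for each comparison of Table 1. TRAP and total-RNA libraries can be exchanged within mice in 4 ways in Control and in 8 with each treatment, and 1 of 4, 1 of 8 and 1 of 8 splits, the real ones, gave as many transcripts, a share that these designs cannot bring under 0.05. For EtOH_TRAP against Control_TRAP, 2 of 35 splits gave as many transcripts as the real one. The other split, with 947, puts EtOH mouse 9 with the Control mice. For EtOH + ABT-888_TRAP against Control_TRAP, 2 of 35 did, and the other split, with 329, puts EtOH + ABT-888 mouse 3 with the Control mice. In total-RNA, 1 of 35 splits reached the EtOH count (the next had 1749, again with mouse 9), and 2 of 35 reached the EtOH + ABT-888 count (982 with mouse 3 among the Control mice). For EtOH + ABT-888 against EtOH, where no transcript passed (136 in TRAP and 269 in total-RNA at an unadjusted p-value under 0.05), 35 of 35 splits gave as many in TRAP and 35 of 35 in total-RNA, which a count of 0 makes certain. The split of mice 2, 3, 9 and 11 from the others gave 452 in TRAP, and that of mice 2, 5, 8 and 10 gave 226 in TRAP and 270 in total-RNA.

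Fewer transcripts differed from control with EtOH + ABT-888 than with EtOH, by 670 in TRAP and by 2445 in total-RNA. The 8 treated mice were assigned to the treatments in all 70 ways. In TRAP, 15 of 70 assignments gave a difference as large and 12 of 70 a share of transcripts not called as large as 92.8%. In total-RNA, 5 of 70 gave a difference as large and 7 of 70 a share as large as 98.5%. With exactTest, 11 of 70 gave a difference and 6 of 70 a share as large in TRAP, and 5 and 3 of 70 in total-RNA. The median dispersion in the fit of EtOH + ABT-888 with Control was 1.232 times that in the fit of EtOH with Control in TRAP and 1.499 times in total-RNA. Both fits hold the same Control libraries, so a larger spread between the EtOH + ABT-888 mice may contribute to the lower count. A smaller effect with EtOH + ABT-888 was tested by the median ratio of log2 fold changes over transcripts called between all 8 treated mice and Control, which was 0.883 in TRAP and 0.828 in total-RNA, and 15 of 70 and 13 of 70 assignments gave a ratio as low. A smaller effect of EtOH in mice given ABT-888 can therefore not be told apart from the assignment of these mice to groups. A shift of the transcripts towards control as large as the real one occurred in 40 of 70 assignments in TRAP and 38 of 70 in total-RNA.

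Each treated mouse was scored along the change with EtOH, with 0 at the mean of Control and 1 at the mean of EtOH, from signatures in which the mouse itself had no part. In TRAP the scores were 0.849, 1.246, 0.786 and 0.471 for EtOH mice 2, 5, 8 and 9, and 0.373, 0.721, 1.246 and 0.750 for EtOH + ABT-888 mice 3, 6, 10 and 11. The means were 0.838 ± 0.318 and 0.772 ± 0.359 (SD, n = 4 each; exact two-sided permutation test, p = 0.686), and in total-RNA 0.875 ± 0.255 and 0.733 ± 0.379 (p = 0.571 from the same exact test). Over the 8 mice, the TRAP score followed the total-RNA score with Pearson's r of 0.976 (exact permutation p = 9.92e-05, adjusted 0.000298) and Spearman's rho of 0.970 (exact permutation p = 0.000595, adjusted 0.00178), and r was 0.950 without the 2 mice farthest from the median. Noise of single libraries would not give this relation. Both libraries of a mouse come from the same lysate, so a difference between lysates could give it as well and was not tested. Against library size, r was 0.520 in TRAP (exact permutation p = 0.187, adjusted 0.238; Spearman's rho 0.695, p = 0.0645, adjusted 0.0968) and 0.112 without 2 mice, so that this relation rests on those mice. In total-RNA r was 0.472 (exact permutation p = 0.238, adjusted 0.238; Spearman's rho 0.429, p = 0.299, adjusted 0.299) and 0.584 without 2 mice. These are 3 relations, with Benjamini-Hochberg adjustment. A candidate explanation is that the mice differ in the size of their response within each treatment, with a range wider than the difference between treatments. What sets a mouse's response was not tested.

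Transcripts that respond to glucocorticoid were higher in total-RNA after EtOH. The 7 genes of a list whose values had not been seen (Per1, Klf9, Zbtb16, Errfi1, Nfkbia, Pdk4 and Sult1a1) had a median log2 fold change of 1.20 with EtOH, and all 7 passed an adjusted p-value of 0.05. A model of GC content and gene length explained 0.2% of the variance of the log2 fold changes, and the median of its residuals was 1.179, so that this step corrected little. The median of the list lay at percentile 100 of random lists, in line with a response to glucocorticoid after EtOH, which is a hypothesis found and tested on the same data. With EtOH + ABT-888 the median was 1.24, all 7 were higher, and 0 passed an adjusted p-value of 0.05, where 2243 of all transcripts had an unadjusted p-value under 0.05. In TRAP the same list had a lower median log2 fold change with EtOH, 0.35 at percentile 96.8, and 1 of the 7 passed. With EtOH + ABT-888 the TRAP median was 0.39, at percentile 98.7, and 0 passed. Hormone levels are not used here.

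In EtOH + ABT-888_TRAP against EtOH_TRAP, the 32 glial and vascular markers had a median log2 fold change of 0.53, at percentile 100 of random lists, with 27 higher and 0 past an adjusted p-value of 0.05 (136 of all transcripts at an unadjusted p-value under 0.05). In EtOH + ABT-888_TRAP against Control_TRAP their median was 0.46, also at percentile 100. Their mean log2 CPM was 3.885, 2.184, 2.298 and 3.815 in EtOH + ABT-888 mice 3, 6, 10 and 11, 3.819, 1.621, 2.544 and 2.139 in EtOH mice 2, 5, 8 and 9, and 2.996, 2.503 and 3.136 in the Control mice. The EtOH + ABT-888 and EtOH mice overlapped in this level. All percentiles in this paragraph treat markers as independent and leave out the variation between mice. The 8 microglial markers had a median log2 fold change with EtOH of -1.17 in total-RNA, with 6 lower past an adjusted p-value of 0.05, and of -0.71 in TRAP. With EtOH + ABT-888 against Control, their median was -0.67 in total-RNA and 0.25 in TRAP, with 0 past that threshold in either. In EtOH + ABT-888 against EtOH it was 0.42 in total-RNA and 0.67 in TRAP. Both lay at percentile 100 of random lists, with 0 markers past the threshold. The 8 markers of excitatory neurons had a median of -0.68 with EtOH and -0.77 with EtOH + ABT-888 against Control in TRAP. Both lay at percentile 0 of random lists, with 1 and 2 markers lower past an adjusted p-value of 0.05. What lowered these markers was not tested.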
